# Ethanol withdrawal-induced adaptations in prefrontal corticotropin releasing factor receptor 1-expressing neurons regulate anxiety and conditioned rewarding effects of ethanol

**DOI:** 10.1038/s41380-022-01642-3

**Published:** 2022-06-06

**Authors:** Reesha R. Patel, Sarah A. Wolfe, Vittoria Borgonetti, Pauravi J. Gandhi, Larry Rodriguez, Angela E. Snyder, Shannon D’Ambrosio, Michal Bajo, Alain Domissy, Steven Head, Candice Contet, R. Dayne Mayfield, Amanda J. Roberts, Marisa Roberto

**Keywords:** Neuroscience, Cell biology

## Abstract

Prefrontal circuits are thought to underlie aberrant emotion contributing to relapse in abstinence; however, the discrete cell-types and mechanisms remain largely unknown. Corticotropin-releasing factor and its cognate type-1 receptor, a prominent brain stress system, is implicated in anxiety and alcohol use disorder (AUD). Here, we tested the hypothesis that medial prefrontal cortex CRF1-expressing (mPFC^CRF1+^) neurons comprise a distinct population that exhibits neuroadaptations following withdrawal from chronic ethanol underlying AUD-related behavior. We found that mPFC^CRF1+^ neurons comprise a glutamatergic population with distinct electrophysiological properties and regulate anxiety and conditioned rewarding effects of ethanol. Notably, mPFC^CRF1+^ neurons undergo unique neuroadaptations compared to neighboring neurons including a remarkable decrease in excitability and glutamatergic signaling selectively in withdrawal, which is driven in part by the basolateral amygdala. To gain mechanistic insight into these electrophysiological adaptations, we sequenced the transcriptome of mPFC^CRF1+^ neurons and found that withdrawal leads to an increase in colony-stimulating factor 1 (CSF1) in this population. We found that selective overexpression of CSF1 in mPFC^CRF1+^ neurons is sufficient to decrease glutamate transmission, heighten anxiety, and abolish ethanol reinforcement, providing mechanistic insight into the observed mPFC^CRF1+^ synaptic adaptations in withdrawal that drive these behavioral phenotypes. Together, these findings highlight mPFC^CRF1+^ neurons as a critical site of enduring adaptations that may contribute to the persistent vulnerability to ethanol misuse in abstinence, and CSF1 as a novel target for therapeutic intervention for withdrawal-related negative affect.

## Introduction

Alcohol use disorder (AUD) is characterized by the loss of control over ethanol intake, negative emotional states in the absence of ethanol, and a compulsion to seek and consume ethanol, which is thought to heavily involve the prefrontal cortex. Individuals with an AUD have reduced prefrontal cortex volumes [1–5], and hypo-functionality of the medial prefrontal cortex (mPFC) contributes to a loss of control over limiting intake in humans with an AUD [6]. Preclinical studies also implicate the mPFC in anxiety-like behaviors and excessive ethanol drinking [7, 8]. Identifying chronic ethanol-induced adaptations that persist into withdrawal and drive aberrant behavior will provide insight into neuronal mechanisms for more efficacious therapeutic intervention, which are currently limited for AUD.

Ethanol activates neuroendocrine stress systems, which become dysregulated following chronic exposure contributing to AUD [9, 10]. Corticotropin-releasing factor (CRF) is a major brain stress signal and plays a critical role in AUD [11–13]. CRF binds the cognate CRF receptor 1 (CRF1), CRF receptor 2 (CRF2), as well as CRF binding protein (CRF-BP) [14]. While the CRF system has been extensively studied in limbic brain regions, much less is known about its functional role in prefrontal circuits. The CRF-CRF1 system is prominently expressed in the mPFC [15, 16], while CRF2 is limited [17, 18]. Specifically, CRF and CRF1 are predominantly expressed in GABAergic and glutamatergic neurons, respectively [19–21]. Functionally, injection of CRF or CRF1 antagonists in the mPFC is anxiogenic and anxiolytic, respectively [22–25], deletion of forebrain CRF1 reduces anxiety [26], mPFC CRF-CRF1 underlies stress-induced executive dysfunction [27, 28], mPFC CRF signaling impairs working memory [29, 30], and mPFC CRF interneurons regulate behavioral selection during stress [31]. Notably, withdrawal from chronic alcohol recruits mPFC GABAergic CRF neurons [32], and binge alcohol consumption decreases mPFC CRF-BP [33], which is also predominantly expressed in mPFC GABAergic neurons [34]. Taken together, CRF1-expressing mPFC neurons (mPFC^CRF1+^) have the molecular components to respond to neurochemical stress signals, that are vulnerable to repeated ethanol exposure, and are also wired to mediate anxiety-like behaviors; therefore, mPFC^CRF1+^ neurons are poised to promote relapse to ethanol use during abstinence.

Here, we tested the hypothesis that mPFC^CRF1+^ neurons comprise a distinct population that undergoes specific neuroadaptations induced by chronic ethanol and withdrawal that underlie aberrant emotional processing and ethanol drinking. Indeed, we found that mPFC^CRF1+^ neurons display reduced excitability, as well as glutamate transmission, mediated partly by basolateral amygdala (BLA) afferents. Moreover, we identified a neuroimmune mechanism, via colony-stimulating factor 1 (CSF1), underlying the observed mPFC^CRF1+^ adaptations in glutamate transmission and sufficient to induce aberrant anxiety-like behavior, which may increase relapse susceptibility. These data highlight the potential of the neuroimmune mediator, CSF1, as a promising, novel target of therapeutic intervention for AUD.

## Methods and materials

For full details see Supplementary Materials.

### Animals

Adult (>10 weeks old) male and female CRF1:GFP and CRF1:Cre mice were used [35–38]. Sample sizes for each experiment are listed in Supplementary Table 1. All procedures were approved by Scripps Institutional Animal Care and Use Committee and were consistent with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Chronic intermittent ethanol inhalation

To induce ethanol dependence, male mice were exposed to chronic intermittent ethanol (CIE) inhalation as previously described [37]. The average blood ethanol level achieved during CIE was 183.5 mg/dl. Cages were randomly assigned to naïve-control, dependent, and withdrawal groups.

### In situ hybridization

In situ hybridization, image acquisition, and quantification were performed as previously described [35, 39]. The following probes from ACD Biotechne were used: negative control (320751), *Crhr1* (418011), *Gad2* (439371), and *Slc17a7* (416631). Note, negligible *Crhr1* fluorescence was observed in the mouse septum (see Supplementary Fig. 1; modified from Wolfe et al. [35]), a region of low CRF1 expression [18], confirming the validity of the *Crhr1* signal.

### Immunohistochemistry

Immunohistochemistry, imaging, and quantification were performed as previously described [40]. Primary antibodies included rabbit anti-CSF1 (ab233387; Abcam), rabbit anti-Cre (69050; Novagen), or chicken anti-eGFP (ab13970; Abcam). Secondary antibodies included Alexa Fluor 488 donkey anti-rabbit (Jackson ImmunoResearch, 711-545-152), Alexa Fluor 555 donkey anti-rabbit (A32794, Invitrogen), or Alexa Fluor 488 donkey anti-chicken (703-545-155, Jackson ImmunoResearch).

### Whole-cell patch-clamp electrophysiology and optogenetics

Whole-cell voltage-clamp and current-clamp recordings were collected, in an unblinded fashion, from pyramidal neurons, morphologically confirmed visually and with a cell capacitance criterion of >80 pF, and analyzed as previously described [40, 41]. A K-gluconate internal solution was used to record spontaneous excitatory postsynaptic currents (sEPSCs) in artificial cerebrospinal fluid (ACSF), miniature excitatory postsynaptic currents (mEPSCs) in the presence of 30 µM bicuculline (BIC; Tocris) and 0.5 µM tetrodotoxin (TTX; Sigma Aldrich), and excitability in ACSF.

For optogenetic experiments, channelrhodopsin-2 (ChR2)-photocurrents were measured using wide-field illumination. Mono-synaptic connectivity was measured in ACSF containing 30 µM BIC, 0.5 µM TTX, and 100 µM 4-aminopyridine (4-AP). AMPA and NMDA currents were recorded from a holding potential of −80 mV and +40 mV, respectively, using an Cs-methanesulfonate internal solution. Data analysis was conducted in a blind fashion until the final step of grouping cells and statistics.

### Site-specific viral injection surgery

Viral injections were performed as previously described [42]. Cages were randomly assigned into control and treatment groups for each experiment. For optogenetics AAV2-hSyn-ChR2-mCherry was injected into the BLA (AP: −1.5, DV: −4.9, ML: ± 3.4; UNC Vector Core), for mPFC^CRF1+^ ablation AAV2-flex-taCasp3-TEVp (UNC Vector Core), for mPFC^CRF1+^ CSF1 overexpression AAV2-CMV-DIO-mCSF1-2A-mCherry (Vector Biolabs), or control AAV2-hSyn-DIO-mCherry (Addgene) was injected into the mPFC (AP: + 1.9, DV: −2.4, ML: ± 0.5).

### Behavioral testing

Novelty-induced suppression of feeding was performed as previously described [42]. Ethanol place conditioning was performed in a two-chamber apparatus consisting of three phases: 1-day pre-conditioning, 12-days of conditioning, and 1-day test. During conditioning, mice received injections of 2 g/kg ethanol or saline and were confined to one compartment. During pre-conditioning and test, mice were given access to the entire chamber. The time spent in each compartment was measured. Experimenters were blinded to groups during testing.

### Fluorescence activated cell sorting and RNA sequencing

The mPFC from CRF1:GFP mice was microdissected, tissue was dissociated and sorted, and RNA was isolated from sorted cells as previously described [43]. Samples were used for RNA sequencing and mapped to the mouse genome. Differential gene expression was assessed [44]. Advaita bioinformatics was used for gene ontology, pathway, and network analysis. Data will be available on Gene Expression Omnibus (accession number GSE202936).

### Data statistics

Data are presented as mean ± standard error (SEM) with individual data points overlayed, and *N and n* represents sample number of mice and cells, respectively. Sample sizes were choosen based on previously conducted experiments. Grubb’s outlier test was used to identify outliers, which were excluded from datasets. All statistical tests, stated in the figure legend for each experiment, met the appropriate assumptions regarding normal distribution and homoscedasticity of data, were two-tailed, and *p*-values were adjusted for multiple comparisons as appropriate. A *p*-value of <0.05 was considered the cutoff for significance.

## Results

### mPFC^CRF1+^ neurons comprise a distinct glutamatergic population that regulates anxiety and ethanol reinforcement

To determine the identity and electrophysiological properties of mPFC^CRF1+^ neurons, we used male, CRF1:GFP reporter mice for in situ hybridization and ex vivo whole-cell patch-clamp electrophysiology. mPFC^CRF1+^ neurons are densely distributed in layer 2/3 of the prelimbic (PrL) subdivision (Fig. 1A). Nuclei expressing *Crhr1* mRNA predominantly co-express *Slc17a7* compared to *Gad2* mRNA, suggesting that mPFC^CRF1+^ neurons are primarily glutamatergic (Fig. 1B). mPFC^CRF1+^ pyramidal neurons showed a distinct electrophysiological signature compared to neighboring mPFC PrL CRF1 non-expressing pyramidal neurons (mPFC^CRF1−^) including reduced excitability, less voltage sag, greater initial action potential amplitude, and a more depolarized resting membrane potential (Fig. 1C, Supplementary Fig. 2). Moreover, mPFC^CRF1+^ neurons had reduced spontaneous excitatory postsynaptic current (sEPSC) frequency and amplitude, suggesting less glutamatergic input and post-synaptic transmission in this population (Fig. 1D–F). No effect on sEPSC kinetics were observed (data not shown). In addition, we found that acute CRF application (200 nM) decreases excitability of mPFC^CRF1+^ and mPFC^CRF1−^ neurons (Supplementary Fig. 3 and Supplementary Table 3). These data suggest that mPFC^CRF1+^ neurons comprise a unique glutamatergic population with distinct electrophysiological properties.

**Fig. 1:**
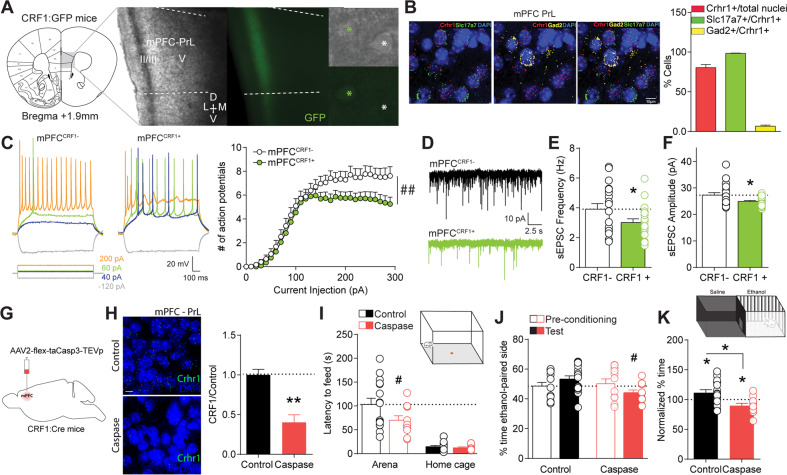
mPFC^CRF1+^ neurons comprise a distinct glutamatergic population that regulates anxiety and conditioned rewarding effects of ethanol. **A** Coronal mouse brain atlas [80] image of medial prefrontal cortex (mPFC), corresponding 4X magnification, brightfield and GFP fluorescence images of boxed region depicting the mPFC and 40X magnification, brightfield and GFP fluorescence images depicting neighboring GFP positive (green asterisk; mPFC^CRF1+^) and negative (white asterisk; mPFC^CRF1−^) mPFC prelimbic (PrL) neurons. **B** Representative in situ hybridization images of colocalization of Crhr1 (red), Slc17a7 (green), Gad2 (yellow), and DAPI (blue) in the mPFC PrL layer 2/3 subregion and summary graph of percent nuclei expressing. Scale bar = 10 µM. 4 images from *N* = 2 male mice. **C** Representative voltage traces of action potential firing elicited by increasing current injections (−120, 40, 60 and 200 pA, 1 s) in mPFC PrL CRF1 non-expressing (mPFC^CRF1−^) and CRF1 expressing (mPFC^CRF1+^) pyramidal neurons. Average number of action potentials elicited by increasing current injections in mPFC^CRF1−^ and mPFC^CRF1+^ neurons with significant effects of current injection F(29,1972) = 87.27, *p* < 0.0001; group F(1,68) = 4.26, *p* = 0.04; and interaction between current injection and group F(29, 1972) = 1.99, *p* = 0.001 by two-way ANOVA from *n* = 31–39 cells and *N* = 10 male mice. **D** Representative traces of spontaneous excitatory post-synaptic currents (sEPSCs) recorded with a hold potential of −70 mV. **E**, **F** Average sEPSC frequency and amplitude in mPFC^CRF1−^ (black) and mPFC^CRF1+^ (green) neurons. *n* = 19–21 cells from *N* = 8 male mice; *p < 0.05 by t-test. **G** Schematic of viral strategy for caspase-mediated ablation of mPFC CRF1-expressing (mPFC^CRF1+^) neurons in a Cre-dependent manner in CRF1:Cre mice (Caspase). **H** Representative in situ hybridization images depicting Crhr1 (green) and DAPI (blue) expression in the mPFC of control (top) and caspase (bottom) mice. Quantification of Crhr1 positive nuclei in mPFC PrL layer 2/3 of control and caspase mice relative to control group. *N* = 3 male mice/group; **p < 0.01 by *t*-test. Scale bar = 10 µM. **I** Latency to feed in an open arena (open bars) and home cage (filled bars) in novelty-suppressed feeding test in control (black) and mPFC^CRF1+^ ablated (red) mice with significant main effects of condition F(1,23) = 70.78, *p* < 0.0001 and group F(1,23) = 4.66, *p* = 0.04 by two-way ANOVA, and post hoc significance ^#^*p* < 0.05 represented in panel. **J** Percent time spent in the ethanol paired context during the pre-conditioning phase (open bars) and following ethanol conditioning (filled bars) in the ethanol place conditioning test in control (black) and mPFC^CRF1+^ ablated (red) mice with a significant interaction effect F(1,24) = 11.05, *p* = 0.002 by two-way ANOVA, and post hoc significance ^#^*p* < 0.05 represented in panel. **K** Pre-conditioning normalized percent time spent in the ethanol-paired side with significant *p < 0.05 effects by one-sample t-test and unpaired t-test. *N* = 11–15 male mice.

To assess the behavioral relevance of this population, we selectively ablated mPFC^CRF1+^ neurons in male, CRF1:Cre mice and examined the behavioral consequence (Fig. 1G–K, Supplementary Fig. 4). We measured anxiety-like behavior using the novelty suppressed feeding test [45]. Ablation of mPFC^CRF1+^ neurons decreased latency to feed in the arena, suggesting a decrease in anxiety-like behavior (Fig. 1I). No difference in latency to feed in the home cage was observed, suggesting a similar motivation for food. We also measured ethanol place conditioning to assess conditioned ethanol reward. Control mice preferred the ethanol-associated context, highlighting the conditioned reinforcing properties of ethanol (Fig. 1J, K). Remarkably, ablation of mPFC^CRF1+^ neurons induced a conditioned place aversion to the ethanol-associated context, suggesting conditioned aversion to ethanol. Together, these findings demonstrate that mPFC^CRF1+^ neurons regulate anxiety-like behaviors and conditioned rewarding effects of ethanol, supporting the potential role of this population in aberrant emotional processing in abstinence.

### Withdrawal selectively decreases mPFC^CRF1+^ excitability

Since mPFC^CRF1+^ neurons regulate negative affective behaviors and reinforcing properties of ethanol that can contribute to relapse, we asked if this population undergoes specific neuroadaptations following withdrawal from chronic ethanol. We exposed male CRF1:GFP mice to chronic intermittent ethanol (CIE) inhalation to generate dependent and withdrawn mice that were 5–8 days into forced abstinence. We found that mPFC^CRF1−^ pyramidal neuron excitability is increased in dependent and withdrawn mice (Fig. 2A, B). Electrophysiological properties are summarized in Supplementary Table 2. Overall, mPFC^CRF1−^ neuronal excitability is increased by ethanol dependence and withdrawal.

**Fig. 2:**
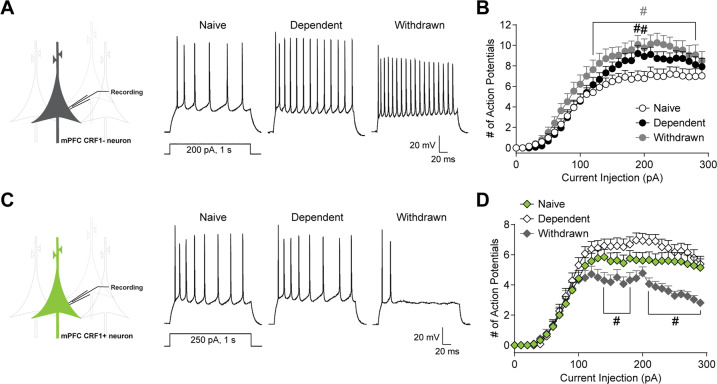
Withdrawal selectively decreases mPFC^CRF1+^ excitability. **A** Representative voltage traces of action potential firing elicited by a 200 pA current injection in mPFC CRF1 non-expressing (mPFC^CRF1−^) pyramidal neurons from naïve, dependent and withdrawn mice. **B** Average number of action potentials elicited by increasing current injections in mPFC^CRF1−^ neurons from naïve (white circles), dependent (black circles), and withdrawn (grey circles) mice with main effects of current injection F(29,2320) = 111.9, *p* < 0.0001; group F(2,80) = 5.22, *p* = 0.007; and a trend toward an interaction effect F(58,2320) = 1.32, *p* = 0.05 by two-way ANOVA from *n* = 24–34 cells and *N* = 6–9 male mice, and post hoc significance ^#^*p* < 0.05 compared to naive is represented in panel. **C** Representative voltage traces of action potential firing elicited by a 250 pA, 1 s current injection in mPFC CRF1-expressing (mPFC^CRF1+^) pyramidal neurons from naïve, dependent, and withdrawn mice. **D** Average number of action potentials elicited by increasing current injections in mPFC^CRF1+^ neurons from naïve (green diamonds), dependent (white diamonds), and withdrawn (grey diamonds) mice with main effects for current injection F(29,2842) = 139.2, *p* < 0.0001; group F(2,98) = 5.60, *p* = 0.005; and interaction effect F(58,2842) = 4.00, *p* < 0.001 by two-way ANOVA from *n* = 29–40 cells and *N* = 6–9 male mice, and post hoc significance ^#^*p* < 0.05 compared to naive is represented in panel.

We then selectively recorded from neighboring mPFC^CRF1+^ pyramidal neurons and found no significant effect of ethanol dependence on neuronal excitability (Fig. 2C, D). Notably, withdrawal markedly decreased mPFC^CRF1+^ excitability compared to naïve, pointing to the selective sensitivity of mPFC^CRF1+^ neurons to withdrawal. Interestingly, there was a significant reduction in initial action potential amplitude in mPFC^CRF1+^ neurons during withdrawal, suggesting ion channel expression and/or kinetics may partly underlie the observed decreased excitability (Supplementary Table 2, Fig. 4). These data suggest that mPFC^CRF1+^ neurons are particularly sensitive to withdrawal from chronic ethanol and undergo distinct neuroadaptations in excitability in response to ethanol withdrawal.

### Withdrawal selectively decreases post-synaptic glutamate transmission in mPFC^CRF1+^ neurons, which is partly mediated by the basolateral amygdala

Given that CRF signaling remodels spine density contributing to anxiety-like behaviors [46, 47], we next asked whether chronic ethanol alters glutamatergic singling in mPFC^CRF1+^ pyramidal neurons in male CRF1:GFP mice. We found that mPFC^CRF1−^ neurons displayed a trend toward and a significant increase in sEPSCs frequency in dependent and withdrawn mice, respectively, indicative of increased presynaptic glutamate release (Fig. 3A, B). mPFC^CRF1−^ neurons also displayed increased sEPSC amplitude and current kinetics in dependent as well as withdrawn mice, suggesting enhanced postsynaptic glutamatergic signaling (Fig. 3C, Supplementary Fig. 5). Similar to mPFC^CRF1−^ neurons, dependence increased sEPSC frequency, amplitude, and kinetics in mPFC^CRF1+^ pyramidal neurons compared to naïve (Fig. 3D–F, Supplementary Fig. 5). However, the increase in sEPSC frequency was lost in withdrawn mice and significant decreases in sEPSC amplitude and current kinetics were observed, suggesting a decrease in postsynaptic glutamate transmission in mPFC^CRF1+^ neurons in withdrawal. Together, these findings further highlight the unique sensitivity of mPFC^CRF1+^ neurons to withdrawal and point to reduced glutamatergic signaling in this population as a potential mechanism underlying heightened anxiety-like behavior in withdrawal.

**Fig. 3:**
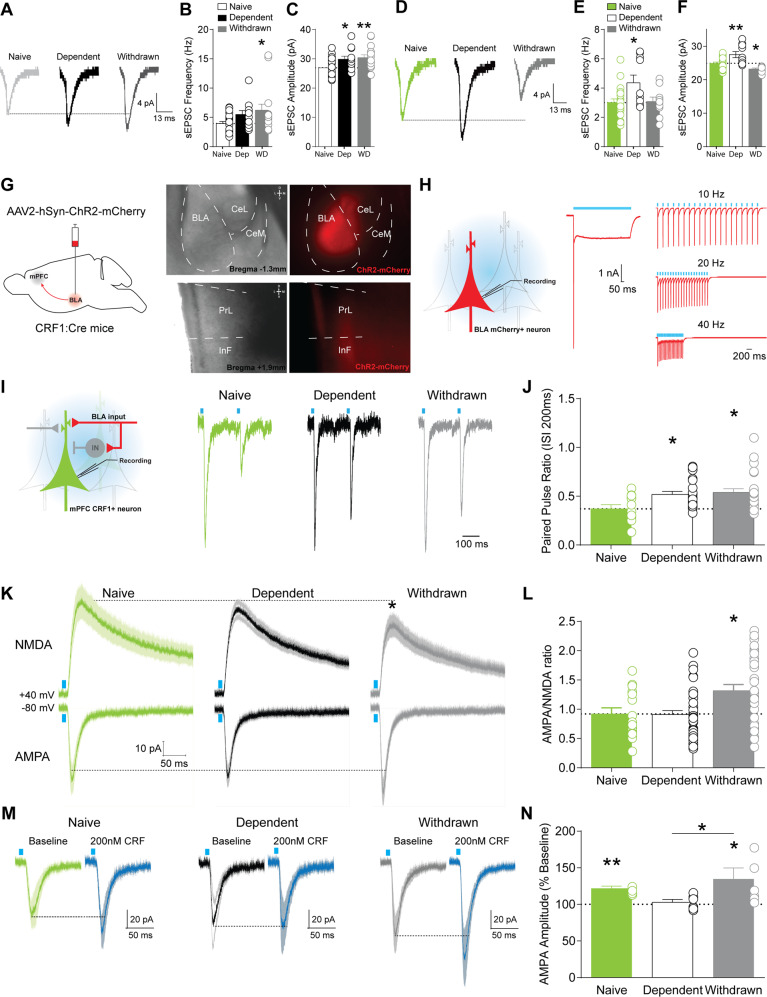
Withdrawal selectively decreases post-synaptic glutamate transmission in mPFC^CRF1+^ neurons, which is partly mediated by the basolateral amygdala. **A** Representative traces of average spontaneous excitatory post-synaptic currents (sEPSC) recorded with a holding potential of −70 mV in mPFC^CRF1−^ pyramidal neurons from naïve, dependent, and withdrawn mice. **B**, **C** Average sEPSC frequency and amplitude in mPFC^CRF1−^ neurons from naïve (white), dependent (black), and withdrawn (grey) mice. *n* = 12–22 cells from *N* = 6–10 male mice; *p < 0.05, **p < 0.01 by one-way ANOVA and post hoc multiple comparisons compared to naive. **D** Representative traces of average sEPSCs recorded with a holding potential of −70 mV in mPFC^CRF1+^ neurons from naïve, dependent, and withdrawn mice. **E**, **F** Average sEPSC frequency and amplitude in mPFC^CRF1+^ pyramidal neurons from naïve (green), dependent (white), and withdrawn (grey) mice. *n* = 10–21 cells from *N* = 6–10 male mice; *p < 0.05, **p < 0.01 by one-way ANOVA and post hoc multiple comparisons compared to naive. **G** Schematic of viral strategy for ex vivo optogenetic circuit dissection of glutamate transmission in the basolateral amygdala (BLA) to mPFC^CRF1+^ pathway. Representative 4X magnification, brightfield and mCherry fluorescence images of injection site expression of channelrhodopsin-2 (ChR2)-mCherry in the BLA (right, top) and corresponding ChR2-mCherry BLA terminal in the mPFC (right, bottom). **H** ChR2-mediated photocurrents in mCherry expressing BLA neurons elicited by pulses and increasing trains of blue-light stimulation from a holding potential of −70 mV. **I** Representative BLA-mediated AMPA currents in mPFC^CRF1+^ neurons elicited by paired pulse stimulation (traces scaled to first EPSC) of two consecutive blue light pulses (3 ms, 470 nm) with an interstimulus interval of 200 ms from a holding potential −80 mV. **J** Average paired pulse ratio (i.e., amplitude of the second response normalized to that of the first) in mPFC^CRF1+^ neurons from naïve, dependent, and withdrawn mice with a significant F(2,57) = 4.27, *p* = 0.01 effect by one-way ANOVA, and post hoc significance *p < 0.05 compared to naïve is represented in *p*anel. *n* = 12–27 cells from *N* = 5–6 male mice. **K** Average ± SEM BLA-mediated NMDA (top row) and AMPA (bottom row) currents in mPFC^CRF1+^ neurons from naïve (green), dependent (black), and withdrawn (grey) mice. **L** Average AMPA/NMDA ratio in mPFC^CRF1+^ neurons from naïve, dependent, and withdrawn mice with a significant F(2,86) = 6.79, *p* = 0.001 effect by one-way ANOVA, and post hoc significance *p < 0.05 compared to naïve is represented in panel. *n* = 17–39 cells from *N* = 5–6 male mice. **M** Average ± SEM BLA-mediated AMPA currents elicited by blue light pulses during baseline and following 200 nM CRF application from a holding potential of −80 mV in mPFC^CRF1+^ neurons from naive, dependent, and withdrawn mice. **N** Average baseline normalized AMPA amplitude elicited by optical stimulation of BLA terminals with a significant F(2,16) = 3.55, *p* = 0.05 effect of CRF across groups by one-way ANOVA and post hoc multiple comparisons, and significant *p < 0.05 and **p < 0.01 effects of CRF by one sample *t*-test. *n* = 4–11 cells from *N* = 3–6 male mice per group.

The BLA and mPFC show excitatory coupling and enhanced activity during anxiety, and activation of BLA inputs to the mPFC induces anxiety-like behaviors [48, 49], suggesting the BLA-mPFC circuit is a candidate in underlying aberrant emotional processing following withdrawal. To measure BLA-mPFC^CRF1+^ connectivity, we expressed ChR2-mCherry in the BLA of CRF:GFP mice (Fig. 3G) and measured light-evoked post-synaptic potentials in mPFC^CRF1+^ neurons. Blue light reliably elicited time-locked photocurrents in mCherry-expressing BLA neurons, demonstrating precise control of BLA neuronal activity (Fig. 3H). To assess presynaptic BLA-mediated glutamate release onto mPFC^CRF1+^ neurons, we measured responses in mPFC^CRF1+^ neurons to optical paired pulse stimulation of BLA terminals in the mPFC (Fig. 3I, J). The paired pulse ratio was significantly increased in dependent and withdrawn mice, suggesting a decrease in glutamate release onto mPFC^CRF1+^ neurons following chronic ethanol. To assess postsynaptic alterations in BLA-mPFC^CRF1+^ connectivity, we measured optically evoked mono-synaptic AMPA and NMDA currents in mPFC^CRF1+^ neurons (Fig. 3K, L). NMDA amplitude was significantly decreased, and correspondingly the AMPA/NMDA ratio was significantly increased in withdrawn mice compared to naïve, indicating a selective decrease in postsynaptic glutamate transmission in the BLA-mPFC^CRF1+^ pathway in withdrawn mice. Together, these findings demonstrate that the upstream BLA, which directly innervates mPFC^CRF1+^ neurons, is dysregulated by dependence and that this dysregulation persists into withdrawal. Dysregulation of the BLA temporally precedes the selective dysregulation of mPFC^CRF1+^ neurons in withdrawal, suggesting that the BLA partly drives aberrant activity of mPFC^CRF1+^ neurons in withdrawal.

Since CRF-CRF1 signaling can potently modulate neuronal activity and synaptic plasticity [11, 50, 51], we also examined the impact of CRF on the BLA-mPFC^CRF1+^ pathway. CRF (200 nM) potentiated BLA-mediated AMPA currents in mPFC^CRF1+^ neurons in naïve mice (Fig. 3M, N), which was abolished by dependence, but recovers in withdrawal, suggesting a transient neuroadaptation to CRF signaling in mPFC^CRF1+^ neurons. CRF did not significantly alter BLA-mediated NMDA currents or the paired pulse ratio (Supplementary Fig. 6). Of note, CRF does not significantly alter global miniature EPSCs (mEPSCs) in mPFC^CRF1+^ neurons from naïve or dependent mice, but selectively potentiates mEPSCs in withdrawal (Supplementary Fig. 7). Together these findings demonstrate that CRF can potentiate BLA-mPFC^CRF1+^ connectivity.

### Withdrawal from chronic ethanol alters the transcriptome of mPFC^CRF1+^ neurons – upregulating CSF1

To gain mechanistic insight into the observed electrophysiological neuroadaptations, we sequenced the transcriptome of mPFC^CRF1+^ neurons from naïve and withdrawn mice. Using male CRF1:GFP mice, we sequenced RNA from mPFC^CRF1+^ neurons isolated using fluorescence-activated cell sorting (Fig. 4A). 

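Fluorescence-activated cell sorting passes single cells through a laser beam and collects those that carry a chosen label, here the GFP that marks CRF1-expressing cells in this reporter line. Each library held the sorted cells of the mPFC of 1 mouse, so n counts mice. The deposited data cover 6 naïve and 5 withdrawn mice, for which the paper gives N = 5–6. Withdrawn mice had gone through 5 to 6 weeks of chronic intermittent ethanol vapor with injections of ethanol (1.75 g/kg) and the alcohol dehydrogenase inhibitor pyrazole (68.1 mg/kg), and were 5–8 days into abstinence. Naïve mice received pyrazole and air. The groups follow the title and treatment recorded for each sample. For 3 of the 5 withdrawn mice another label reads control, and the deposit's design text gives the group sizes the other way round, so results without these 3 mice were also computed. The authors made cDNA from 160 pg of RNA per mouse with the SMARTseq HT kit, using 14 PCR cycles for cDNA and 12 for the library, and sequenced single reads of 75 nt. They trimmed the reads with cutadapt, mapped them to GRCm38 with STAR and counted reads per Ensembl gene with HTSeq, and the deposited values are these raw counts, without normalization. Counts on genes ranged from 9970161 to 17855514 per naïve mouse (median 16039548.5) and from 7351567 to 22244869 per withdrawn mouse (median 13671076). The reads tallied by the counting step, on and off genes, had a median of 20104623 per mouse. In a single library, 3 counts correspond to between 0.135 and 0.408 CPM (counts scaled to the library total), a floor that covers counting error only, since amplified reads are not independent molecules. Counts were normalized with edgeR's TMM method and withdrawn mice were compared with naïve mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after genes with low counts were removed with filterByExpr. The gene for the sorted receptor, Crhr1, had 93.0 ± 22.0 CPM (SD, n = 6) in naïve and 88.3 ± 32.8 CPM (SD, n = 5) in withdrawn mice, a difference smaller than the spread between mice (two-sided exact permutation test, p = 0.706). Slc17a7, a marker of glutamatergic neurons, had 1434 ± 332.5 CPM (SD, n = 6) and 1354 ± 478.6 CPM (SD, n = 5), and Gad2, a marker of GABAergic neurons, had 39.6 ± 21.0 CPM (SD, n = 6) and 55.9 ± 45.0 CPM (SD, n = 5). Neither differed between groups in the same exact test (p = 0.658 and p = 0.771). The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had counts in all 11 male mice.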

We detected over forty-thousand genes and found 344 significant differentially expressed genes (DEGs) (Fig. 4B). 

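Of the 53465 genes in the count files, 41907 had at least 1 count in at least 1 mouse, and a single mouse had between 15585 and 31830 genes with a count. With a requirement of at least 1 count in every mouse, the number of genes detected was 12716. The quasi-likelihood test covered 17093 genes, and 1 gene met the thresholds of the supplementary methods, an adjusted p of at most 0.05 and a log2 fold change beyond 0.6, taken here in either direction. This gene was Ptgdr (ENSMUSG00000071489, chromosome 14 of GRCm38 from 44851235 to 44859375, minus strand), which had at most 2 counts in each naïve mouse and 23.8 ± 17.9 CPM (SD, n = 5) in withdrawn mice. The mean of the withdrawn mice was at least 107-fold higher, taking 3 counts as the naïve level (adjusted p = 0.0305 from edgeR's quasi-likelihood test). Single withdrawn mice ranged from 8 counts (0.85 CPM), near the floor, to 703 counts (48.8 CPM). Exons of Gm16976 on the opposite strand cover 705 of the 3187 exonic bases of Ptgdr, and since the paper's text does not name the strand setting of the counting, its count is uncertain. Without adjustment, 1234 genes had a p under 0.05, of which 854 were higher and 380 lower in withdrawn mice. Every withdrawn mouse was above every naïve mouse for 122 of the tested genes and below for 41, together 0.954% of them, where chance gives 0.433%. DESeq2's Wald test, the test named in the supplementary methods, called 362 genes at the same thresholds, 342 higher and 20 lower, and without its Cook's distance cutoff it called 372, the count furthest from that of edgeR among the planned settings. Of the 362 genes, 77 were below the low-count filter of the edgeR test, and the other 285 all had an unadjusted p under 0.05 in edgeR.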

We then identified pathways, hub genes, and functional processes most impacted by withdrawal from chronic ethanol in mPFC^CRF1+^ neurons (Fig. 4C-E). 

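The gene for colony stimulating factor 1, Csf1 (ENSMUSG00000014599), lies on chromosome 3 of GRCm38 from 107741048 to 107760469 on the minus strand, and no annotated gene shares its exons. Its expression was 9.05 ± 1.98 CPM (SD, n = 6) in naïve mice and 28.9 ± 11.5 CPM (SD, n = 5) in withdrawn mice. Naïve mice lay between 6.83 and 12.3 CPM and withdrawn mice between 19.2 and 47.4 CPM. Every withdrawn mouse was therefore above every naïve mouse (two-sided exact permutation test on log2 CPM, p = 0.002165, the smallest p that 5 mice against 6 allow). The paper chose this gene from its analyses of these same mice and a literature review, so this unadjusted p is not independent evidence. The log2 fold change was 1.71 (standard error 0.34), and its adjusted p over all tested genes was 0.0931 in edgeR's quasi-likelihood test, above the 0.05 threshold. With DESeq2's Wald test the log2 fold change was 1.75 (standard error 0.32, adjusted p = 1.78e-05). With each mouse left out in turn, the log2 fold change in edgeR stayed between 1.42 and 1.82. When the mean log2 CPM of 10 fibroblast marker genes was added to the DESeq2 model as a covariate, a setting chosen after seeing the data, the log2 fold change was 1.28 (adjusted p = 0.0511 from the Wald test).

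**Figure D1:**
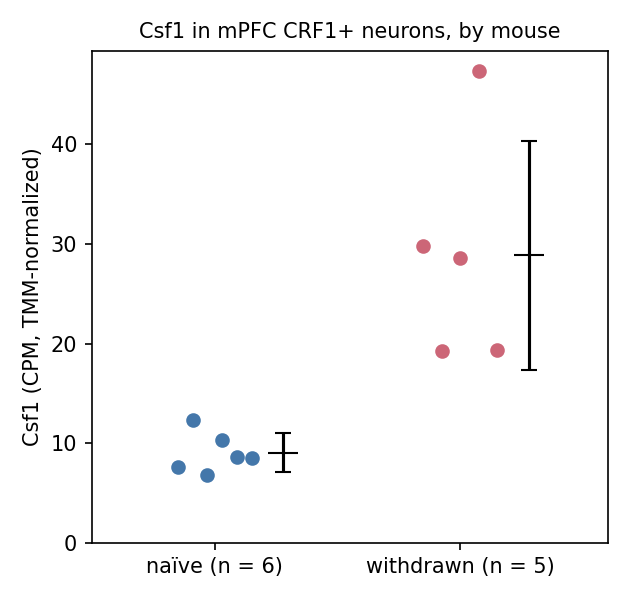
TMM-normalized Csf1 expression in CPM (vertical axis) in the 6 naïve and 5 withdrawn mice. Each point is 1 mouse, and the horizontal dash with its bar is the group mean ± SD. The withdrawn mice sit between 19.2 and 47.4 CPM, all above the highest naïve mouse at 12.3 CPM.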

From these analyses and a literature review, we identified an intriguing candidate, colony stimulating factor 1 (CSF1) for further in-depth analysis. CSF1 is highlighted in yellow throughout Fig. 4. We first identified the most significantly impacted pathways based on the DEGs (Fig. 4, Supplementary Table 4). 

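The inset of Fig. 4C plots 15 genes, Csf1 among them. The counts of 12 of these genes passed the low-count filter, and all 12 were higher in withdrawn mice, with log2 fold changes from 0.76 for Pkn2 to 4.88 for Col1a1. Over all tested genes, none of them met the thresholds (adjusted p up to 0.416, edgeR's quasi-likelihood test), although all 12 had an unadjusted p under 0.05. Adjusted over the listed genes alone, 12 met them, which shows no stability, since the list holds the paper's own calls on these data. All 15 met the thresholds in DESeq2's Wald test, where the log2 fold changes ran from 0.80 to 5.91. Col1a1, which encodes a collagen chain, had 5.54 ± 6.55 CPM (SD, n = 6) in naïve mice and 161 ± 138.0 CPM (SD, n = 5) in withdrawn mice, with a log2 fold change of 4.88 (standard error 1.13, adjusted p = 0.157, edgeR). The lowest withdrawn mouse, at 2.87 CPM, was below the highest naïve mouse, at 16.5 CPM. Itgb1, an integrin subunit gene, had 45.4 ± 14.5 CPM (SD, n = 6) and 149 ± 83.0 CPM (SD, n = 5), a log2 fold change of 1.75 (standard error 0.37, adjusted p = 0.118, edgeR). Pkn2 had 25.8 ± 3.94 CPM (SD, n = 6) and 42.6 ± 11.5 CPM (SD, n = 5), with an adjusted p of 0.345 in edgeR. Every withdrawn mouse was above every naïve mouse for Pkn2, Angpt2 and Creb3l2. Itgb5, Creb3l4 and Brca1 were below the low-count filter. Creb3l4 had at most 1 count in each naïve mouse, 1 count in the lowest withdrawn mouse and 1.37 ± 0.73 CPM (SD, n = 5) in withdrawn mice. That mean was at least 6.2-fold higher, taking 3 counts as the naïve level. For Itgb5, a single withdrawn mouse held 57.5% of the group's summed CPM. The fibroblast marker score as a covariate in edgeR, a setting chosen after seeing the data, gave smaller log2 fold changes for all 12 genes. That of Pdgfd became -0.25 (adjusted p = 0.982, edgeR's quasi-likelihood test). Col1a1 fell from 4.88 to 1.28, Thbs2 from 3.91 to 1.77, Fgfr1 from 2.44 to 1.02 and Itgb1 from 1.75 to 0.65. Angpt2 (3.15 to 3.10) and Pkn2 (0.76 to 0.64) changed least. The score and the group are related, so this covariate also removes part of any effect of withdrawal. Exons of genes on the opposite strand share 164 bases with Fgfr1, 34 with Cdk2 and 10 with Pkn2, so that their counts are uncertain to that extent.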

CSF1 is included in the gene list comprising the PI3K-Akt signaling pathway, which was one of the top ten impacted pathways (Fig. 4C***inset***). In addition, several other signaling, peptide, and immune pathways were identified along with a specific alcoholism pathway, highlighting a central role of mPFC^CRF1+^ neurons in an AUD phenotype (Supplementary Table 4). 

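Fig. 4C lists antigen processing and presentation among the top pathways. Antigens are presented by major histocompatibility complex (MHC) molecules, whose mouse genes carry the prefix H2-. The count files hold 45 such genes, of which 18 passed the low-count filter. In withdrawn mice 14 of these were higher and 4 lower, the same numbers with TMM, TMMwsp and DESeq2 size factors. Their log2 fold changes ran from -0.90 to 5.50 with a median of 0.65. None met the thresholds in edgeR's quasi-likelihood test, and 5 had an unadjusted p under 0.05. With DESeq2's Wald test 6 H2- genes were called, all higher. As a set, the H2- genes had a mean log2 fold change of 1.46, with an adjusted p of 0.261 over 7 gene families in limma's camera test, which allows for correlation between genes. Unlike the camera test, the mean log2 CPM covered all H2- genes with at least 1 count, those below the low-count filter included. It was -0.88 ± 0.44 (SD, n = 6) in naïve mice and 0.013 ± 0.67 (SD, n = 5) in withdrawn mice (two-sided exact permutation test, p = 0.00649, or 0.0455 adjusted over the 7 families). On that measure 4 of the 5 withdrawn mice were above the highest naïve mouse. The score was highest in withdrawn mouse 4 (1.137), which had the most genes detected (31830). It was lowest in naïve mouse 5 (-1.722), which had the fewest (15585). Whether the score follows the number of genes detected was not tested. Members of this family are similar in sequence, so that reads may be lost or split between them in the authors' counting, and values for single H2- genes are uncertain. The pathway test of the paper was not repeated here.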

Network analysis of DEGs revealed the known interactions and relationships between genes (Fig. 4D). 

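In the picture of the network, 47 gene names could be read by eye, and 39 of these genes passed the low-count filter. All 39 were higher in withdrawn mice, with log2 fold changes from 0.87 to 5.50 and a median of 3.50. None met the thresholds over all tested genes in edgeR's quasi-likelihood test, where their smallest adjusted p was 0.0883, and 38 had an unadjusted p under 0.05. Adjusted over the list alone, 38 met the thresholds, which shows no stability because the network was drawn from the paper's own calls. DESeq2's Wald test called 45 of the 47. The other two, Col6a1 and Adamts5, had adjusted p values of 0.287 and 0.858 in that test. For 3 of the 47 genes, a single withdrawn mouse held more than 50% of the group's summed CPM. The connections between the genes were not analysed here.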

Notably, CSF1 is a hub gene, indicated by its centrality in the network showing a high degree of connectivity among the DEGs. Lastly, to identify the functional processes in mPFC^CRF1+^ neurons that are most impacted by withdrawal from chronic ethanol, we used gene ontology (GO) analysis. The top ten GO terms within the three domains including: biological processes, molecular functions, and cellular components that are significantly overrepresented in the set of DEGs were identified (Fig. 4E). 

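Collagens are the main structural proteins of the extracellular matrix, and the terms of Fig. 4E include collagen-containing extracellular matrix. Of 44 collagen genes in the count files, 38 passed the low-count filter. Of these, 32 were higher and 6 lower in withdrawn mice, again the same numbers with each of the 3 normalizations. Log2 fold changes ran from -0.92 to 5.103, with a median of 0.95. An unadjusted p under 0.05 was found for 11 collagen genes in edgeR's quasi-likelihood test, and no collagen gene met the thresholds. With DESeq2's Wald test 6 were called, all of them higher. The set had a mean log2 fold change of 1.25, and its adjusted p in limma's camera test was above 0.05. The mean log2 CPM, taken over all collagen genes with at least 1 count, was 1.35 ± 1.00 (SD, n = 6) in naïve mice and 2.40 ± 0.72 (SD, n = 5) in withdrawn mice. This difference was not past 0.05 (two-sided exact permutation test, p = 0.0823, or 0.237 adjusted over the gene families). Overrepresentation of gene ontology terms was not tested here.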

CSF1 is among the top ten GO terms for biological processes and many of the GO terms for molecular components as well. These data highlight the fundamental neurobiological adaptations induced by withdrawal from chronic ethanol in mPFC^CRF1+^ neurons, and recruitment of CSF1 as a candidate gene that could underlie critical neuroadaptations driving aberrant behavior.

**Fig. 4:**
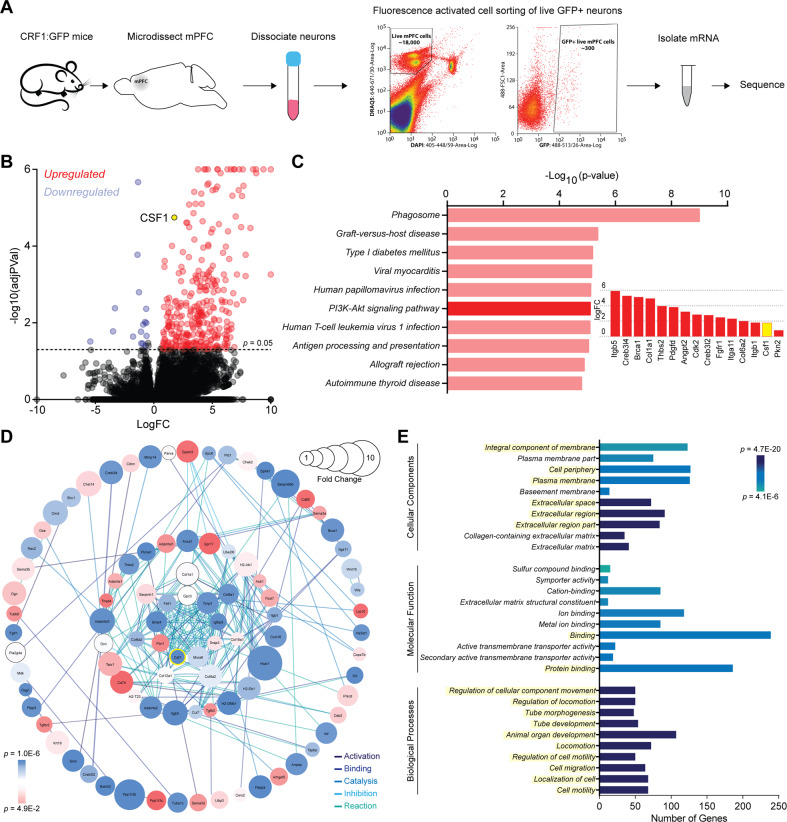
Withdrawal induces whole transcriptomic changes in mPFC^CRF1+^ neurons. **A** Schematic of isolation of mPFC^CRF1+^ neurons using fluorescence activated cell sorting from naïve and withdrawn mice for whole transcriptomic analysis. **B** Volcano plot of average log fold change plotted against the log of the adjusted p-value for expressed genes. Significantly (*p* < 0.05) upregulated and downregulated genes in withdrawn mice compared to naive are represented in red and blue, respectively. *N* = 5–6 male mice. **C** Top ten most significantly impacted pathways based on the differentially expressed genes (DEGs). Log fold change in the DEGs included in the PI3K-AKT signaling pathway where CSF1 is highlighted in yellow (inset). **D** Network analysis depicting interactions between DEGs. **E** Top ten gene ontology (GO) terms overrepresented among DEGs in three domains including: biological processes, molecular function, and cellular components. CSF1 is included in yellow highlighted GO terms.

### CSF1 overexpression in mPFC^CRF1+^ decreases post-synaptic glutamate transmission and is sufficient to increase anxiety-like behavior while abolishing conditioned ethanol reward

Notably, CSF1 is upregulated by mPFC neurons following stress leading to microglia-mediated spine pruning underlying anxiety- and depressive-like behaviors [52]. Therefore, we hypothesized that upregulation of CSF1, as revealed by our transcriptomic analysis, may be a mechanism underlying the reduced post-synaptic glutamate transmission observed selectively in mPFC^CRF1+^ pyramidal neurons following withdrawal (Fig. 3D; Supplementary Fig. 5). 

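In raw counts, before normalization, Csf1 had between 73 and 226 reads in naïve mice (median 128) and between 181 and 580 reads in withdrawn mice (median 416). A single withdrawn mouse held at most 32.8% of the summed CPM of its group, so the rise was not carried by 1 mouse. Over the 12 settings planned for all genes, which include other normalizations, tests, filters and covariates and a fit without the 3 mice with conflicting labels, the log2 fold change stayed between 1.43 and 1.78, and 3 of the 12 met the thresholds. The paper starts from this upregulation and from earlier work in which CSF1 from mPFC neurons led to spine pruning by microglia after stress. From these it reasons that a rise of CSF1 may underlie the reduced post-synaptic glutamate transmission it recorded in mPFC CRF1+ neurons of withdrawn mice, and it then tests this by overexpressing CSF1.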

To test this, we selectively overexpressed CSF1 in mPFC^CRF1+^ neurons, using female CRF1:Cre mice, and used whole-cell patch-clamp electrophysiology to assess mEPSCs (Fig. 5A; Supplementary Fig. 8). We found that CSF1 overexpression in mPFC^CRF1+^ neurons decreased mEPSC amplitude and decay kinetics compared to control but did not alter mEPSC frequency or rise kinetics (Fig. 5B–E). CSF1 overexpression in mPFC^CRF1+^ neurons did not significantly alter excitability of mPFC^CRF1+^ or mPFC^CRF1−^ neurons (Supplementary Table 5; Supplementary Fig. 9). These data show that CSF1 overexpression in mPFC^CRF1+^ neurons reduce post-synaptic glutamate transmission, identifying a potential mechanism underlying the reduced glutamatergic signaling selectively observed in this population following withdrawal.

**Fig. 5:**
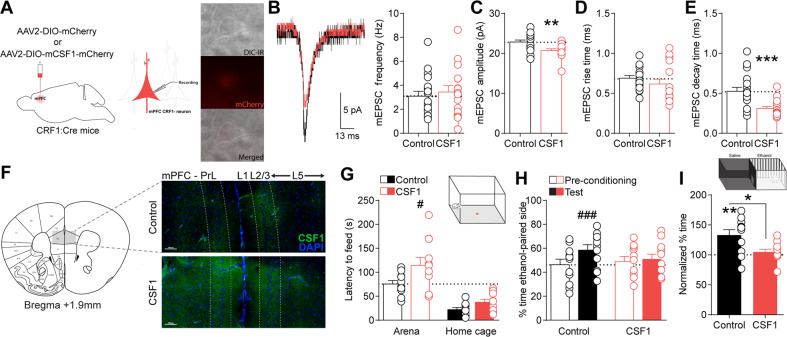
CSF1 overexpression in mPFC^CRF1+^ neurons decreases post-synaptic glutamate transmission and is sufficient to increase anxiety-like behavior and abolish ethanol place preference. **A** Schematic of viral strategy to selectively overexpress CSF1 in a Cre-dependent manner in mPFC^CRF1+^ neurons using ethanol-naïve CRF1:Cre mice. 40X magnification for brightfield, mCherry fluorescence, and merged images of a CSF1-mCherry expressing mPFC^CRF1+^ neuron. **B** Representative current trace of average mEPSC in control mCherry (black) and CSF1-mCherry (red) expressing mPFC^CRF1+^ neuron. Average mEPSC frequency in control mCherry and CSF1-mCherry expressing mPFC^CRF1+^ pyramidal neurons. **C**–**E** Average mEPSC amplitude, rise time, and decay time in control mCherry and CSF1-mCherry expressing mPFC^CRF1+^ neurons. *n* = 16–18 cells from *N* = 4 female mice; **p < 0.01, ***p < 0.001 by *t*-test. **F** Coronal mouse brain atlas image of mPFC and corresponding representative 10X magnification fluorescence image of boxed region depicting CSF1 expression in CSF1-overexpressing compared to control mice. Scale bar = 100 µM. **G** Latency to feed in an open arena (open bars) and home cage (filled bars) in the novelty-suppressed feeding test in control (black) and mPFC^CRF1+^ CSF1 overexpressing (red) mice with significant main effects of condition F(1,19) = 58.59, *p* < 0.001 and group F(1,19) = 5.67, *p* = 0.02 by two-way ANOVA, and post hoc significance ^#^*p* < 0.05 is represented in panel^.^ **H** Percent time spent in the ethanol paired context during the pre-conditioning phase (open bars) and following ethanol conditioning (filled bars) in the ethanol place conditioning test for control (black) and mPFC^CRF1+^ CSF1 overexpressing (red) mice with a significant main effect of condition F(1,20) = 11.43, *p* = 0.003 and interaction effect F(1,20) = 6.41, *p* = 0.01 by two-way ANOVA, and post hoc significance ^###^*p* < 0.001 is represented in panel. **I** Pre-conditioning normalized percent time spent in the ethanol-paired side with significant **p < 0.01 effects by one-sample t-test and *p < 0.05 unpaired *t*-test. *N* = 11 female mice/group.

We then asked if CSF1 overexpression in mPFC^CRF1+^ neurons is sufficient to alter behavior (Fig. 5F–I; Supplementary Fig. 10). Immunohistochemical staining confirmed mPFC CSF1 overexpression in CSF1-mCherry compared to mCherry control mice (Fig. 5F). We found that CSF1 overexpression significantly increased the latency to feed in an open arena in the novelty-suppressed feeding test, suggesting an increase in anxiety-like behavior (Fig. 5G). CSF1 overexpression in mPFC^CRF1+^ neurons abolished ethanol place preference, suggesting a loss in the reinforcing properties of ethanol (Fig. 5H, I). These findings demonstrate that CSF1 overexpression in mPFC^CRF1+^ neurons is sufficient to induce anxiety-like behaviors and abolish the rewarding properties of ethanol, providing mechanistic insight into the regulation of these aberrant behaviors following ethanol withdrawal.

## Discussion

This study pinpoints behaviorally relevant molecular-, cell-type-, and circuit- specific adaptations selectively induced by withdrawal from chronic ethanol which underlie negative affective behavior and conditioned ethanol reward. We found that mPFC^CRF1+^ neurons display decreased excitability and glutamatergic transmission in withdrawal, suggesting that they comprise a distinct population highly vulnerable to ethanol withdrawal. Moreover, we found that the BLA in part drives the downstream dysregulation of mPFC^CRF1+^ neurons in withdrawal. Ablation of mPFC^CRF1+^ neurons decreased anxiety-like behavior and induced conditioned aversion to ethanol, supporting a unique role of mPFC^CRF1+^ neurons in AUD-related behaviors. Notably, we found that ethanol withdrawal fundamentally alters the neurobiology of mPFC^CRF1+^ neurons including overexpression of colony stimulating factor 1. Selective overexpression of CSF1 in mPFC^CRF1+^ neurons was sufficient to decrease postsynaptic glutamate transmission and induce behavioral deficits in anxiety and conditioned ethanol reward, providing mechanistic insight into the observed withdrawal-associated neuroadaptations in glutamate transmission and aberrant behavior. Taken together, we have identified a distinct mPFC CRF1-expressing subpopulation in the BLA-mPFC circuit that undergoes specific neuroadaptations following ethanol withdrawal, potentially underlying increased vulnerability to relapse during abstinence.

The CRF-CRF1 system is prominently expressed in the mPFC and serves as a potent regulator of neuronal activity, structural and functional plasticity, and emotional and cognitive behaviors. Stress-induced CRF-CRF1 signaling results in mPFC and hippocampal dendritic atrophy underlying anxiety and memory deficits [46, 47]. Consistent with CRF’s role in synaptic remodeling [53], we found that mPFC^CRF1+^ neurons have reduced basal postsynaptic glutamatergic transmission, possibly due to ongoing basal CRF-CRF1 signaling regulating spine density. CRF also increases mPFC neuronal excitability [19, 20]. Accordingly, mPFC^CRF1+^ had a depolarized resting membrane potential, potentially due to basal CRF-CRF1 signaling induced persistent sodium or Ih current [19, 54–57]. Though, mPFC^CRF1+^ neurons exhibited overall reduced excitability, voltage sag, and glutamate transmission under basal conditions. Moreover, CRF modulates mPFC glutamate transmission. We found that CRF enhances BLA-mPFC^CRF1+^ connectivity. Notably, we didn’t observe a significant impact of CRF on global mEPSCs in mPFC^CRF1+^ neurons, suggesting that CRF may impact select circuits comprising mPFC^CRF1+^ neurons. Indeed, CRF-induced mPFC excitatory post-synaptic currents requires BLA input [58], suggesting that CRF may bias toward a greater influence of the BLA on mPFC activity. Given CRF’s neuromodulatory role, it is predictable that mPFC CRF-CRF1 signaling impacts behavior. Our findings further support a role for mPFC^CRF1+^ neurons in anxiety-like behavior and conditioned rewarding effects of ethanol, although it is possible that compenstatory changes may contribute to these behavioral effects. The pleiotropic effects of mPFC CRF-CRF1 signaling on neuronal physiology and AUD-related behaviors positions mPFC^CRF1+^ neurons to mediate aberrant behaviors underlying AUD.

While the CRF-CRF1 system has been strongly implicated in preclinical models of AUD particularly in limbic brain regions [11], considerably less is known about its role in the mPFC. Here we hypothesized that mPFC^CRF1+^ neurons are uniquely sensitive to chronic ethanol and undergo selective dysregulation underlying AUD-related behaviors. Our previous work demonstrated differential sensitivity in GABAergic signaling in CeA^CRF1+^ neurons compared to CeA^CRF1−^ neurons to acute and chronic ethanol [36, 37]. In this study, mPFC^CRF1+^ neurons exhibited decreases in excitability and glutamate transmission selectively in withdrawal. In contrast, mPFC^CRF1−^ displayed increases in excitability and glutamate transmission following dependence and withdrawal. This finding is consistent with previous work showing an increase in mPFC neuronal excitability following chronic intermittent ethanol exposure [59, 60], which may contribute to CIE-induced cognitive deficits [60–63]. This highlights the selective sensitivity of mPFC^CRF1+^ to withdrawal and its potential in uniquely contributing to AUD-related behaviors. Decreased mPFC^CRF1+^ excitability may be driven by changes in glutamatergic drive as well as in intrinsic properties. Indeed, transcriptomic analysis identified an increase in *SCN5A*, encoding the sodium channel Nav1.5, which may underlie the reduced action potential amplitude of mPFC^CRF1+^ neurons in withdrawal. Notably, withdrawal leads to the activation of mPFC CRF GABAergic neurons [32], which presumably innervate mPFC^CRF1+^ neurons and may also contribute to the reduced mPFC^CRF1+^ excitability in withdrawal, as we observed CRF decreases mPFC^CRF1+^ excitability. Further identification of the circuitry comprising mPFC^CRF1+^ neurons will provide a framework to understand the role of this population in AUD.

The BLA sends dense glutamatergic projections to the mPFC and contributes to anxiety-related behaviors and addiction [64]. We found that BLA-mPFC^CRF1+^ synapses undergo adaptations, suggesting a reduced probability of glutamate release from BLA terminals following chronic ethanol which persists into withdrawal. Post-synaptic BLA connections to mPFC^CRF1+^ neurons exclusively undergo adaptations in withdrawal, specifically a decrease in NMDA current leading to increased AMPA/NMDA ratio. The temporal sequence of these pathological synaptic adaptations suggests that the BLA partly drives the aberrant glutamatergic transmission observed in mPFC^CRF1+^ neurons following withdrawal. mPFC NMDA hypofunction is associated with cognitive impairment [65, 66] and increased opiate reward sensitivity, which is dependent on the BLA [67]. While not directly tested here, it is possible that reduced mPFC^CRF1+^ NMDA current following withdrawal may increase the rewarding properties of ethanol, given the role of mPFC^CRF1+^ neurons in conditioned ethanol reward. A global understanding of the neurobiological changes will provide insight into concurrent mechanisms driving aberrant behavior.

To examine global molecular changes associated with withdrawal selectively in mPFC^CRF1+^ neurons, we used cell-type specific transcriptomic analysis. Notably, overrepresented transcriptomic changes in this single, specific mPFC^CRF1+^ population were sufficient to identify a significant perturbation in biological pathways associated with ‘alcoholism’, supporting the role of this population in AUD. Interestingly, the PI3K-Akt pathway, a highly impacted pathway by withdrawal, has previously been identified as a mPFC molecular mechanism underlying ethanol intake and anxiety in withdrawal [68]. In addition, our bioinformatic analysis identified CSF1, a neuroimmune mediator important for the development and maintenance of microglia, as a hub gene [69]. Indeed, stress-induced increases in mPFC CSF1 expression leads to microglia-mediated synaptic pruning, and CSF1 knockdown was sufficient to reverse stress-induced anxiety and depressive behaviors [52]. We found that CSF1 overexpression in mPFC^CRF1+^ neurons was sufficient to induce decreased postsynaptic glutamate transmission in this population, supporting a microglia-mediated mechanism underlying synaptic adaptations. In line with this, withdrawal from chronic ethanol increases mPFC microglial reactivity [70, 71]. Indeed, mPFC^CRF1+^ CSF1 overexpression increases anxiety-like behavior, highlighting CSF1 overexpression as a critical neuroadaptation that may contribute to negative affect in withdrawal. Note, CSF1 overexpression also induced a loss of the conditioned rewarding effects of ethanol. While this may appear counterintuitive with the anxiogenic effects of CSF1 overexpression, this finding is consistent with a shift in negative reinforcement driven drinking, rather than the rewarding effects of ethanol itself, following chronic ethanol [11, 72, 73]. Thus, CSF1 overexpression in mPFC^CRF1+^ neurons induced by withdrawal from chronic ethanol may drive escalated drinking by increasing negative affective states, contributing to negative reinforcement mechanisms motivating drinking in AUD.

Our findings suggest that mPFC^CRF1+^ regulate anxiety-like behavior, due to the observed decreases in anxiety-like behavior following ablation of this population. These findings suggest that synaptic adaptations in mPFC^CRF1+^ neurons may contribute to heightened anxiety following withdrawal. Indeed, we demonstrated that withdrawal-induced molecular adaptations in CSF1 expression in mPFC^CRF1+^ neurons are sufficient to heighten anxiety and recapitulate the reduced postsynaptic glutamate transmission seen in this population in withdrawal. Together, mPFC^CRF1+^ neurons regulate withdrawal-related ethanol drinking and anxiety-like behaviors and undergo unique adaptations following withdrawal from chronic ethanol exposure that may increase vulnerability to relapse.

Of note, while both male and female mice were used, all electrophysiological data and mPFC^CRF1+^ ablation behavioral experiment were conducted in male mice, while CSF1 overexpression behavioral experiments were conducted in female mice. We found that mPFC^CRF1+^ ablation and CSF1 overexpression studies both altered behavior in the novelty-suppressed feeding test, suggesting this population regulates anxiety-like behavior in both male and female mice. Although, there are sex differences in mPFC circuits and anxiety-like behavior [20, 74, 75], which may contribute to the findings in this study. Future studies are warranted to explore potential sex differences in the role of mPFC^CRF1+^ population.

While preclinical studies suggest that the CRF-CRF1 system is critical in AUD-related behavior, it has not yet been successful in a clinical setting [76, 77]. Therefore, it is imperative to find novel targets that may be translated in the clinic. Here, we rationalized the mPFC^CRF1+^ neurons are responsive to the brain stress signal CRF and used transcriptomics to identify other potential molecular targets for therapeutic intervention. Our findings suggest that CSF1, which has been a target of interest for cancers, Alzheimer’s disease, and other disorders [78, 79], may be a novel target to alleviate negative affect during withdrawal from chronic alcohol exposure contributing to relapse-like behavior.

## Supplementary information

Supplementary Material

# Supplementary material for: Ethanol withdrawal-induced adaptations in prefrontal corticotropin releasing factor receptor 1-expressing neurons regulate anxiety and conditioned rewarding effects of ethanol
**Source:** Mol Psychiatry. 2022 Jun 6;27(8):3441–51. doi: 10.1038/s41380-022-01642-3
**Supplement:** Supplementary file 1 — Supplementary Material

**Supplementary Materials**

**Supplementary Methods**

***Animals***

Adult (minimum age of 10 weeks) male CRF1:GFP and CRF1:Cre mice were breed in-house[1-5]. Adult, female CRF1-IRES-Cre mice were used for behavioral testing of the effects of CSF1 overexpression in mPFC^CRF1+^ neurons shown in **Fig. 5**. Mice were group-housed in a temperature and humidity-controlled vivarium on a 12-hour reversed light/dark cycle (lights turn off at 8AM) with food and water available *ad libitum*. All procedures involving the use of experimental animals in this study were approved by The Scripps Research Institute Institutional Animal Care and Use Committee and were consistent with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

***Chronic intermittent ethanol exposure***

To induce ethanol dependence, male mice were exposed to 5 to 6 consecutive weeks of chronic intermittent ethanol inhalation (CIE) as previously described [3]. Briefly, mice in the dependent group were intraperitoneally injected with 1.75 g/kg alcohol + 68.1 mg/kg pyrazole (alcohol dehydrogenase inhibitor) and placed in vapor chambers for 4 days (16 hours vapor on, 8 hours off). On the third or fourth day of vapor exposure tail blood was collected to determine blood ethanol levels (BELs). The average blood ethanol level achieved was 183.5mg/dl during the weeks of ethanol vapor exposure. Naïve mice were injected with 68.1 mg/kg pyrazole in saline and were placed in CIE chamber but only received air inhalation for the same time. Experiments were conducted from naïve mice, dependent mice directly from the vapor chambers, and withdrawn mice were 5-8 days into forced abstinence.

***In situ hybridization***

Mice were anesthetized with isoflurane and transcardially perfused with cold phosphate-buffered saline (PBS) and 4% paraformaldehyde (PFA). Following dissection, brains were immersion fixed in PFA for 24 hours at 4^o^C and cryoprotected in 30% sucrose in PBS for 24 hours (or until brains sank in the cryoprotectant) at 4^o^ C. Brains were then flash frozen in pre-chilled isopentane on dry ice and stored at -80^o^ C until they were sliced into 20 µm thick sections on a cryostat, mounted on SuperFrost Plus slides (Fisher Scientific, 1255015), and stored at -80^o^C until use. In situ hybridization was performed using RNAscope fluorescent multiplex kit (ACD, 320850) as previously described[1]. A target retrieval pretreatment protocol as outlined in the RNAscope manual (ACD, doc.no. 320535) was followed. Briefly, slides were submerged in target retrieval buffer (ACD, 322000) at 95-98^o^C for 10 mins, immediately rinsed in distilled water, dehydrated in 100% ethanol (storage at -80^o^C if required), and followed by protease IV application to slides for 20 mins at 40^o^C. Next, the RNAScope Fluorescent Multiplex Reagent Kit User Manual (ACD, doc.no. 320293) was followed, and slides were mounted with Vectashield+DAPI (Fisher Scientific, NC9029229). The probes used from ACD Biotechne were as follows: negative control (320751), Crhr1 (418011), Gad2 (439371), and Slc17a7 (416631).

Image acquisition was performed using a Zeiss LSM 780 laser scanning confocal microscope (Jena, Germany) of prelimbic mPFC (40X oil immersion, 1024x1024pixel, 5-μm z-stacks). All microscope settings were kept the same within experiments during image acquisition. Quantification was performed using Fiji[6] by identifying nuclei based on DAPI staining in the mPFC. Nuclei were considered positive for probe if corresponding fluorescent signal was present after background (negative control) subtraction. The percent of positive nuclei for labeled cells was calculated, and in instances of multiple treatment groups normalized to the control/naïve group to show relative values. *Crhr1* imaging was restricted to the medial prefrontal cortex prelimbic layer 2/3 subregion to coincide with electrophysiological recordings. Multiple images were acquired from multiple slices per mouse, and the sample sizes are represented as images per animal. Note, negligible *Crhr1* fluorescence was observed in the mouse septum (see **Supple. Fig. 1**; modified from Wolfe *et al*.[1]), a region of low CRF1 expression [7], confirming the validity of the *Crhr1* signal. Analysis as performed on raw images, and brightness, contrast, and pixel dilation are the same for all representative images shown in figures.

***Immunohistochemistry***

Brain sections were prepared (as described above for *in situ* hybridization) and used for verification of injections sites. For histology, antigen retrieval was performed with Tris-EDTA buffer (10mM Tris Base, 1mM EDTA, 0.05% Tween 20, pH 9.0) at 95-100°C for 10 mins and cooled at room temperature for 20 mins. Then, slides were washed 3 times for 10 mins in PBST (PBS, 0.2% triton x100) and blocked [10% normal donkey serum (NDS), 0.5% triton x100 in PBS] for 2 hrs at room temperature. Slides were then incubated overnight at 4^o^ C with primary antibodies for rabbit anti-CSF1 (1:500; ab233387; Abcam), rabbit anti-Cre (1:500; 69050; Novagen), or chicken anti-GFP (1:2000; ab13970; Abcam) in antibody diluent (2% NDS, 0.1% triton x100 in PBS), washed 3 times for 10 mins in PBST (PBS, 0.2% triton x100), incubated for 2 hrs at room temperature in Alexa Fluor 488 donkey anti-rabbit (Jackson ImmunoResearch, 711-545-152), Alexa Fluor 555 donkey anti-rabbit (1:2000, A32794, Invitrogen), or Alexa Fluor 488 donkey anti-chicken (1:2000, 703-545-155, Jackson ImmunoResearch) in antibody diluent, and washed in PBST again before mounting and cover slipping in Vectashield+DAPI (Fisher Scientific, NC9029229). The prelimbic mPFC was imaged using a Vectra Polaris Imaging system (CLS143455) (40X, 1366x600pixel) or Keyence BZX700 (20X). All microscope settings were kept the same within experiments during image acquisition. Analysis and statistics performed as described above for *in situ* hybridization. Brightness and contrast are the same for all representative images shown in figures.

***Slice electrophysiology***

*Slice preparation[8, 9]*: Mice were anesthetized with 3-5% isoflurane, decapitated, and the brains were quickly removed and placed in ice-cold oxygenated (95% O2 and 5% CO2) high-sucrose cutting solution containing (in mM): 206 sucrose, 2.5 KCl, 2.5 CaCl2, 7 MgCl2, 1.2 NaH2PO4, 26 NaHCO3, 5 glucose, 5 HEPES; pH 7.3. Coronal slices (300 μM) containing the mPFC and BLA were sliced using a 1200S vibratome (Leica Microsystems, Buffalo Grove, IL) and incubated in artificial cerebrospinal fluid (ACSF) containing (in mM): 130 NaCl, 3.5 KCl, 1.25 NaH2PO4, 1.5 MgSO4, 2 CaCl2, 24 NaHCO3, 10 glucose; pH 7.3 at 32°C for 30 mins and then at room temperature for at least 30 mins before use.

*Whole-cell electrophysiological recordings*: Neurons in the prelimbic subdivision of the mPFC were visualized with infrared differential interference contrast (IR-DIC) optics, and fluorescently labeled neurons were identified using Prior LED optics (Prior Scientific, Rockland, MA). Whole-cell voltage-clamp and current-clamp recordings were obtained using Multiclamp 700B amplifier, Digidata 1440A and pClamp 10 software (Molecular Devices, Sunnyvale, CA). Glass pipettes were pulled (PC-10, Narishige) to a resistance of 3-6 MΩ and filled with an internal solution containing (in mM): 135 K-gluconate, 5 EGTA, 2 MgCl2, 10 HEPES, 2 Mg-ATP, 0.2 Na-GTP; 290-300 mOsms; pH 7.2-7.3. AMPA mediated spontaneous excitatory postsynaptic currents (sEPSCs) were recorded using a holding potential of -70mV for experiments in **Fig. 1** and **Fig.** **3**. AMPA mediated miniature excitatory postsynaptic current (mEPSCs) were recorded with a holding potential of -70mV in the presence of 30µM bicuculline (BIC; Tocris) and 0.5µM tetrodotoxin (TTX; Sigma Aldrich) for experiments in **Fig. 5**. Neuronal properties and excitability were assessed using 1 second current injections ranging from -120pA to 200pA in 20pA increments and 1 second current injections ranging from 0pA to 300pA in 10pA increments from a holding potential of -70mV in current-clamp recordings for experiments in ACSF without synaptic blockers in Fig. 1 and 3. Series resistance was not compensated, and cells with a series resistance > 20 MΩ or with a > 20% change during the recording were excluded.

*Ex vivo optogenetic experiments*: Slices containing the BLA were first visualized under Lumen 300 LED optics (Prior Scientific) to confirm ChR2-mCherry injection sites in all BLA slices prior to electrophysiological recordings. Mice with missed injection sites were excluded from experiments. To confirm functional activity of ChR2, ChR2-photocurrents were recorded from mCherry expressing BLA neurons using wide-field illumination (1s or 3ms; 10, 20, 40Hz trains, 470nM, ~10mW) through a 40X water immersion objective in voltage-clamp mode from a holding potential of -70mV as seen in Fig. 4B. Mono-synaptic connectivity between the BLA and mPFC^CRF1+^ neurons was measured using wide-field illumination (3ms, 470nM, ~10mW) of ChR2-mCherry BLA terminals in the mPFC through a 40X water immersion in ACSF containing 30µM BIC, 0.5µM TTX, and 100µM 4-aminopyridine (4-AP) as seen in **Fig. 3** and **Supple. Fig. 5.** AMPA and NMDA currents were recorded using an internal solution containing (in mM): 145 Cs-methanesulfonate, 10 HEPES, 5 EGTA, 2 MgCl_2_, 2 Mg-ATP, 0.2 Na-GTP, 10 phosphocreatine, 5 QX-314; pH7.2-7.3 and from a holding potential of -80mV and +40mV, respectively. Data were analyzed using Mini Analysis (Synaptosoft Inc., Fort Lee, NJ) and Clampfit 10.7 (Molecular Devices), and all events were visually confirmed. Peak NMDA current was calculated at 50 ms following optogenetic stimulation. To obtain average baseline s/mEPSC, characteristics, events were binned into either 1 or 3 min bins depending on the experiment with a minimal inclusion of 100 events. Measurements for the effects of acute CRF (Tocris) application were made after 9 mins of CRF application and normalized to a pre-CRF application baseline.

***Site-specific viral injection surgery***

Mice were anesthetized with 5% isoflurane, secured in a stereotaxic frame (David Kopf Instruments, Tujunga, CA), and maintained on 1-2% isoflurane during surgery. Viruses were bilaterally injected in the brain at 100nL/min for a total volume of 300nL using either 28-gauge injector cannulas (Plastics One Inc., Roanoke, VA) connected to 10µL Hamilton syringes and a microfluidic syringe pump (Harvard Apparatus, Holliston, MA). Specifically, for optogenetic-assisted circuit dissection AAV2-hSyn-ChR2-mCherry was injected into the BLA (AP: -1.5, DV: -4.9, and ML: ±3.4 from dura) (UNC Vector Core, Chapel Hill, NC), for mPFC^CRF1+^ ablation AAV2-flex-taCasp3-TEVp (UNC Vector Core), for mPFC^CRF1+^ CSF1 overexpression AAV2-CMV-DIO-mCSF1-2A-mCherry or AAV2-CMV-DIO-mCSF1-2A-GFP (Vector Biolabs, Malvern PA), or control AAV2-hSyn-DIO-mCherry or AAV2-hSyn-DIO-GFP (Addgene) was injected into the mPFC (AP: +1.9, DV: -2.4, and ML: ±0.5 from dura). After injection, cannulas were kept in place for an additional 10mins before slowly removing and the skin being sutured. Mice remained group-housed and underwent a recovery period of 4 weeks before experimental testing. Following experimental testing, all brains were collected and processed for immunohistochemical analysis to confirm injection. Mice with missed injection sites were excluded from the dataset.

***Behavioral testing***

All behavioral testing (specified below) was conducted early in the dark phase. CRF1:Cre male mice were used for behavioral testing following ablation of mPFC^CRF1+^ neurons, and CRF1:Cre female mice were used for behavioral testing following overexpression of CSF1 in mPFC^CRF1+^ neurons.

*Novel object recognition:* Mice were individually habituated to an open field for 5 mins, removed and then re-exposed, now with two identical objects placed in the field, for 5 mins. Mice were briefly removed to clean the arena and tested a second time with the same two objects. Finally, mice were re-exposed to the arena containing one familiar and one novel object for 5 mins. The objects were of comparable height and volume but different in shape and appearance, and location of novel and familiar objects were alternated among the mice. The time spent interacting with each object was manually scored from video recordings.

*Novelty-induced suppression of feeding:* Following 24 hours of food deprivation, mice were placed in a novel, open arena (50 cm X 50 cm) (center lux of 400) with a piece of familiar food in the center, and the latency to feed was measured. Immediately after mice began to feed in the open arena, they were moved to their home cage (red light) and the same piece of food was placed in the center, and the latency to feed was again measured.

*Three-chamber social interaction and novelty test:* The social interaction apparatus consists of a three-chambered Plexiglas box with each chamber measuring length 20 cm x width 40.5 cm x height 22 cm and separated by clear walls with a small opening allowing access into each chamber. First, mice were habituated to the entire apparatus for 5 mins. Then the middle chamber was kept empty, but small, round wire cages (Galaxy Cup, Spectrum Diversified Designs, Inc., Streetsboro, OH) were placed in each of the two outer chambers. To assess sociability, mice were returned to the middle chamber with a stranger C57BL6J mouse of the same sex being tested (habituated to the wire cage) in one of the wire cages in an outer compartment and the other identical, but empty, wire cage in the opposite compartment. Time spent in the chamber with the stranger mouse and time spent in the chamber with the novel object were recorded for 5 min. For the social novelty preference test, mice were returned to the middle chamber, this time with the original mouse (familiar mouse) in its chamber and a new unfamiliar mouse (novel mouse) in the previously empty wire cage. Time spent in each chamber was recorded for 5 min.

*Ethanol place conditioning:* The conditioned place apparatus is a Plexiglas black matte box (44 x 22 x 30 cm) divided by central partitions into two chambers of equal size (22 x 22 x 30 cm), each with distinctive tactile stimuli (smooth and textured). Mice underwent three (in red light) phases: pre-conditioning, conditioning and test. During the pre-conditioning phase, mice were allowed to freely move in the entire place conditioning apparatus for a single 30 min session. Mice that showed unbiased exploration of the two sides of the apparatus during pre-conditioning (between 45 and 55% time spend on each side) were randomly assigned a side in which to receive ethanol. In the 12-day conditioning phase, mice received i.p. injections of 2g/kg ethanol (20% w/v) or saline and were immediately confined to one compartment of the place conditioning apparatus for 30 mins. Treatments and compartment sides were alternated each day, such that each mouse experienced 6 pairing of ethanol with one side of the apparatus. On the test day, mice were given 30 min access to the entire place conditioning apparatus in a drug-free state. The time spent in each of the two compartments was measured during the pre-conditioning and test phases by analysis of the video recording using Noldus Ethovision software.

***Fluorescence activated cell sorting and RNA sequencing***

*Dissociation of mPFC neurons and isolation of mPFC^CRF1+^ neurons using fluorescence activated cell sorting:* Male naïve and withdrawn CRF1:GFP mice were used for transcriptomic analysis. The mPFC from each mouse was quickly microdissected in ice cold neuronal media (containing Hibernate A media (Gibco A1247501), 2% B27 supplement (Gibco 12587010) and 0.25% glutamax (Gibco 35050061)) using a mouse brain matrix, and tissue was cut into small pieces with a scalpel blade. Tissue was dissociated as previously described[11]. Briefly, cells were enzymatically digested using papain-containing L-cysteine (PAP2 10 U ml^-1^, Worthington Biochemical) for 15 min at 32°C. Every 5 mins during digestion, tissue was mechanically triturated. The cell suspension was then transferred onto an Opti-prep density gradient prepared for neurons and detailed in[12], centrifuged, cell pellets were washed and resuspended in neuronal media. Resuspended neurons were strained through a 35µM mesh filter to obtain single-cell suspensions for sorting and kept on ice. Prior to sorting, neuronal suspensions were stained with 1µM DAPI (Sigma Aldrich) and 1µM DRAQ5 (Cell Signaling Technology) for a minimum of 10mins. Appropriate gates for FACSs were set based on GFP, DAPI, and DRAQ5 intensity to sort live mPFC^CRF1+^ neurons using MoFlo Astrios (Beckman Coulter). Cells were sorted directly into Trizol LS (Invitrogen).

*RNA isolation and sequencing:* Total RNA was isolated from FACS-sorted cells using Direct-zol RNA MiniPrep Kit (Zymo Research) according to the manufacturer’s protocol. Linearized acrylamide (1µg) was added to each sample before processing. Agilent 2100 Bioanalyzer was used to confirm quality and quantity of RNA for each sample. Each sample represents the mPFC from a single mouse. 160pg of RNA from each sample taken into the SMARTseq HT library prep kit (Takara).  14 PCR cycles were used to generate cDNA.  PCR-amplified cDNA was purified by AMPure XP beads (Beckman).  The cDNA was quantified by Qubit and QC'd by bioanalyzer HS.  cDNA was converted into sequencing libraries following SMARTseq HT modified Illumina Nextera XT DNA protocol, 100pg cDNA taken into the kit.  12 PCR cycles were used to generate tagmented cDNA libraries.  The libraries were pooled and purified by AMPure XP beads.  The tagmented cDNA pooled library was quantified by Qubit and QC'd by bioanalyzer High Sensitivity chip.  Each sample was sequenced to ~20M  1 x 75 reads. The reads were trimmed for the adapter sequences using cutadapt 1.18[13] with Python 3.6.3. The trimmed reads were mapped to the reference genome (Mouse ENSEMBL GRCm38 revision^91^) using the STAR aligner 2.5.2a[14]. Gene abundance was estimated with python 2.7.11, and HTSeq 0.11.0[15]. 

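HTSeq assigns a read to a gene when it falls on that gene's exons alone, and tallies separately the reads that fall outside annotated exons, on several genes, or at several places in the genome. The share of tallied reads outside annotated exons was 20.2% ± 8.73 (SD, n = 6) in naïve mice, from 5.77% to 31.5%. In withdrawn mice it was 28.6% ± 15.0 (SD, n = 5), from 13.3% to 48.1%. The groups did not differ by more than the spread between mice (two-sided exact permutation test, p = 0.266, or 0.593 adjusted over 6 library measures). Reads assigned to genes made up 66.6% ± 8.17 (SD, n = 6) and 59.4% ± 13.3 (SD, n = 5) of the tallied reads. Mitochondrial genes took 0.647% ± 0.287 (SD, n = 6) and 0.765% ± 0.190 (SD, n = 5) of the gene counts. The 100 genes with the most counts took 16.6% ± 1.39 (SD, n = 6) and 14.6% ± 1.33 (SD, n = 5) (exact permutation test, p = 0.0433, or 0.260 after the same adjustment).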

The differential gene expression analyses was performed using R 3.5.1, and DESeq2 1.20.0[16]. Distribution of mapped reads over genome features was obtained for each sample using RSeQC 2.6.4. Read quality was assessed with fastqc. Any adapter sequence was trimmed using cutadapt. Genes were retained as significantly differentially expressed when meeting following thresholds of adjusted *p* value ≤ 0.05 and log_2_ fold change > 0.6. Advaita bioinformatics was used for gene ontology, pathway and network analysis. Raw and processed data will be available on Gene Expression Omnibus (GEO).

***Data analysis***

In situ hybridization, electrophysiological and behavioral data were graphed and statistical analyses were performed using Graphpad Prism (San Diego, CA) and OriginPro 2017 (OriginLab Corp., Northampton, MA). Data are presented as mean ± standard error (SEM) with individual data points overlayed, and *N and n* represents sample number of mice and cells, respectively. Sample sizes were choosen based on previously conducted experiments. Grubb’s outlier test was used to identify outliers, which were excluded from datasets. All statistical tests, stated in the figure legend for each experiment, met the appropriate assumption regarding normal distribution and homoscedasticity of data, were two-tailed, and p values were adjusted for multiple comparisons as appropriate. A *p* value of < 0.05 was considered the cutoff for significance.

**Supplementary Tables**

**Supplementary Table 1. Sample size for experiments in the manuscript.**

**Supplementary Table 2. Electrophysiological properties of** **mPFC^CRF1-^ and mPFC^CRF1+^ neurons from naïve, ethanol dependent, and withdrawn mice.** Statistical significance **p* < 0.05, ***p* < 0.01, and ****p* < 0.001 from one-way ANOVA post hoc comparison to naïve.

|  |  | **Rheobase (pA)** | **Input Resistance (MOhm)** | **Action Potential Amplitude (mV)** | **Capacitance (pF)** | **Resting Membrane Potential (mV)** |
| --- | --- | --- | --- | --- | --- | --- |
| **mPFC^CRF1-^** | **Naïve (*n* = 35)** | 72.5 ± 6.7 | 296 ± 23.0 | 85.7 ± 1.1 | 174.4 ± 8.2 | -69.1 ± 0.2 |
|  | **Dependent (*n* = 25)** | 76.0 ± 8.3 | 287.6 ± 22.5 | ******90.8 ± 1.2 | 165.6 ± 4.4 | -68.9 ± 0.14 |
|  | **Withdrawn (*n* = 24)** | 63.6 ± 7.7 | 286.6 ± 36.6 | 86.4 ± 1.1 | 182.2 ± 9.1 | *****-68.3 ± 0.3 |
| **mPFC^CRF1+^** | **Naïve (*n* = 40)** | 68.7 ± 7.3 | 295.6 ± 15.8 | 89.4 ± 0.6 | 176.1 ± 7.7 | -69.6 ± 0.2 |
|  | **Dependent (*n* = 29)** | 64.5 ± 6.1 | 290.0 ± 15.8 | 90.2 ± 0.6 | 184.0 ± 7.0 | -69.5 ± 0.1 |
|  | **Withdrawn (*n* = 31)** | 71.0 ± 7.7 | 320.9 ± 19.1 | *******86.1 ± 0.7 | 156.5 ± 6.7 | -69.2 ± 0.1 |

**Supplementary Table 3. Electrophysiological properties of mPFC^CRF1-^ and mPFC^CRF1+^ neurons during baseline and following CRF (200nM) application.** Statistical significance **p* < 0.05*, **p <* 0.01*, ***p* < 0.001 from two-way ANOVA post hoc comparison to baseline.

|  |  | **Rheobase (pA)** | **Input Resistance (MOhm)** | **Action Potential Amplitude (mV)** | **Capacitance (pF)** | **Resting Membrane Potential (mV)** |
| --- | --- | --- | --- | --- | --- | --- |
| **mPFC^CRF1-^** | **Baseline (*n* = 9)** | 49.6 ± 5.7 | 306.6 ± 23.0 | 90.9 ± 1.4 | 168.2 ± 22.6 | -72.6 ± 1.0 |
|  | **CRF (*n* = 9)** | *86.5 ± 12.9 | **234.2 ± 21.4 | 92.9 ± 2.0 | 158.1 ± 11.1 | -71.1 ± 0.9 |
| **mPFC^CRF1+^** | **Baseline (*n* = 11)** | 65.5 ± 12.0 | 292.7 ± 35.3 | 94.3 ± 1.1 | 176.0 ± 24.5 | -71.9 ± 0.8 |
|  | **CRF (*n* = 11)** | **121.9 ± 24.4 | ***204.4 ± 28.8 | 93.9 ± 0.9 | 187.4 ± 14.7 | -71.3 ± 0.6 |

**Supplementary Table 4. List of all significantly impacted pathways.**

**Supplementary Table 5. Electrophysiological properties of mPFC^CRF1-^ and mPFC^CRF1+^ neurons from control and CSF1 overexpression mice.** Statistical significance **p* < 0.05 by unpaired t-test compared to control.

|  |  | **Rheobase (pA)** | **Input Resistance (MOhm)** | **Action Potential Amplitude (mV)** | **Capacitance (pF)** | **Resting Membrane Potential (mV)** |
| --- | --- | --- | --- | --- | --- | --- |
| **mPFC^CRF1-^** | **Control (*n* = 13)** | 73.3 ± 10.5 | 258 ± 25.0 | 73.3 ± 4.7 | 119.9 ± 14.7 | -72.5 ± 0.5 |
|  | **CSF1 (*n* = 9)** | 80.23 ± 13.2 | 249.9 ± 41.4 | 77.7 ± 2.5 | 140.9 ± 18.5 | -72.6 ± 0.9 |
| **mPFC^CRF1+^** | **Control (*n* = 39)** | 71.1 ± 4.8 | 226.6 ± 18.2 | 81.2 ± 2.5 | 148.2 ± 7.9 | -71.2 ± 0.4 |
|  | **CSF1 (*n* = 29)** | 87.0 ± 6.7 | 222.6 ± 18.6 | 75.1 ± 3.4 | *121.4 ± 9.9 | -70.7 ± 0.8 |

**Supplementary Figures**

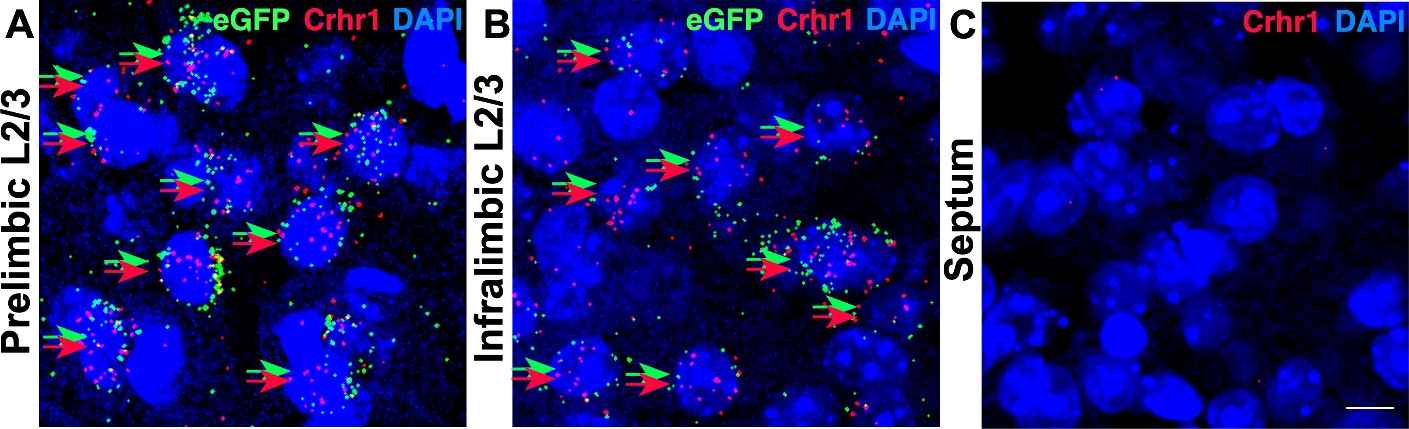

**Supplementary Figure 1. CRF1 labeling in the mPFC in a CRF1:GFP reporter mouse.** Representative image of **A.** Prelimbic L2/3 and **B.** Infralimbic L2/3 in CRF1:GFP mice showing eGFP mRNA co-localizes with CRF1 mRNA (Crhr1) mRNA confirming specificity of GFP in Crhr1+ nuclei. **C.** Crhr1 probe specificity was validated in the septum of wild type mice, a region of low Crhr1/GFP expression. Negligible expression was observed in the septum. (GFP=green, Crhr1=red, and DAPI=Blue; scale=10μm).

**
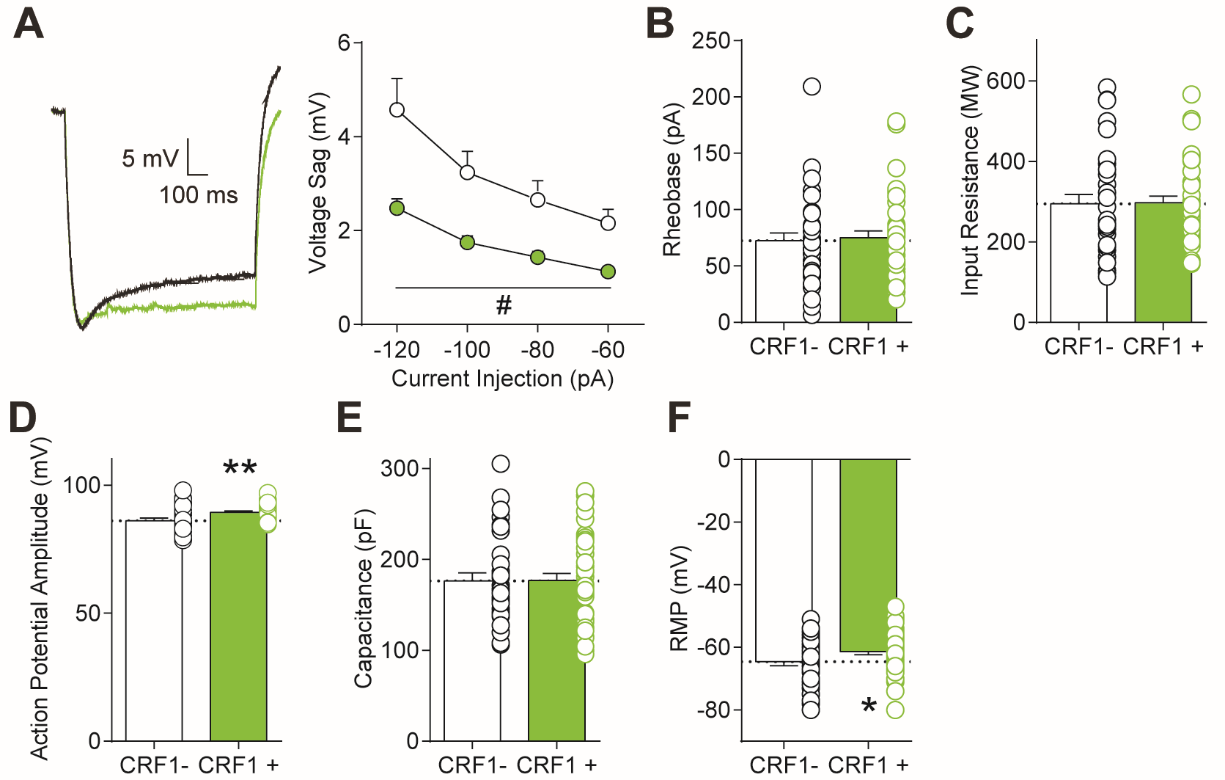
**

**Supplementary Figure 2. A.** Representative voltage traces elicited by -120 pA current injection depicting voltage sag, and average magnitude of voltage sag, calculated as the difference between the peak and plateau voltages, with increasing current injections. There were significant effects of voltage F(3, 180) = 106.1, *p* < 0.0001; group F(1,60) = 14.18, *p* = 0.0004; and interaction F(3,180) = 8.72, *p* < 0.0001 by two-way ANOVA, and post hoc significance ^#^*p* < 0.05 is represented in panel. **B-F.** Average rheobase, input resistance, initial action potential amplitude, capacitance, and resting membrane potential in mPFC^CRF1-^ and mPFC^CRF1+^ neurons. *n* = 31-39 cells from 9-10 male mice; **p* < 0.05, ***p* < 0.01 by t-test.

**
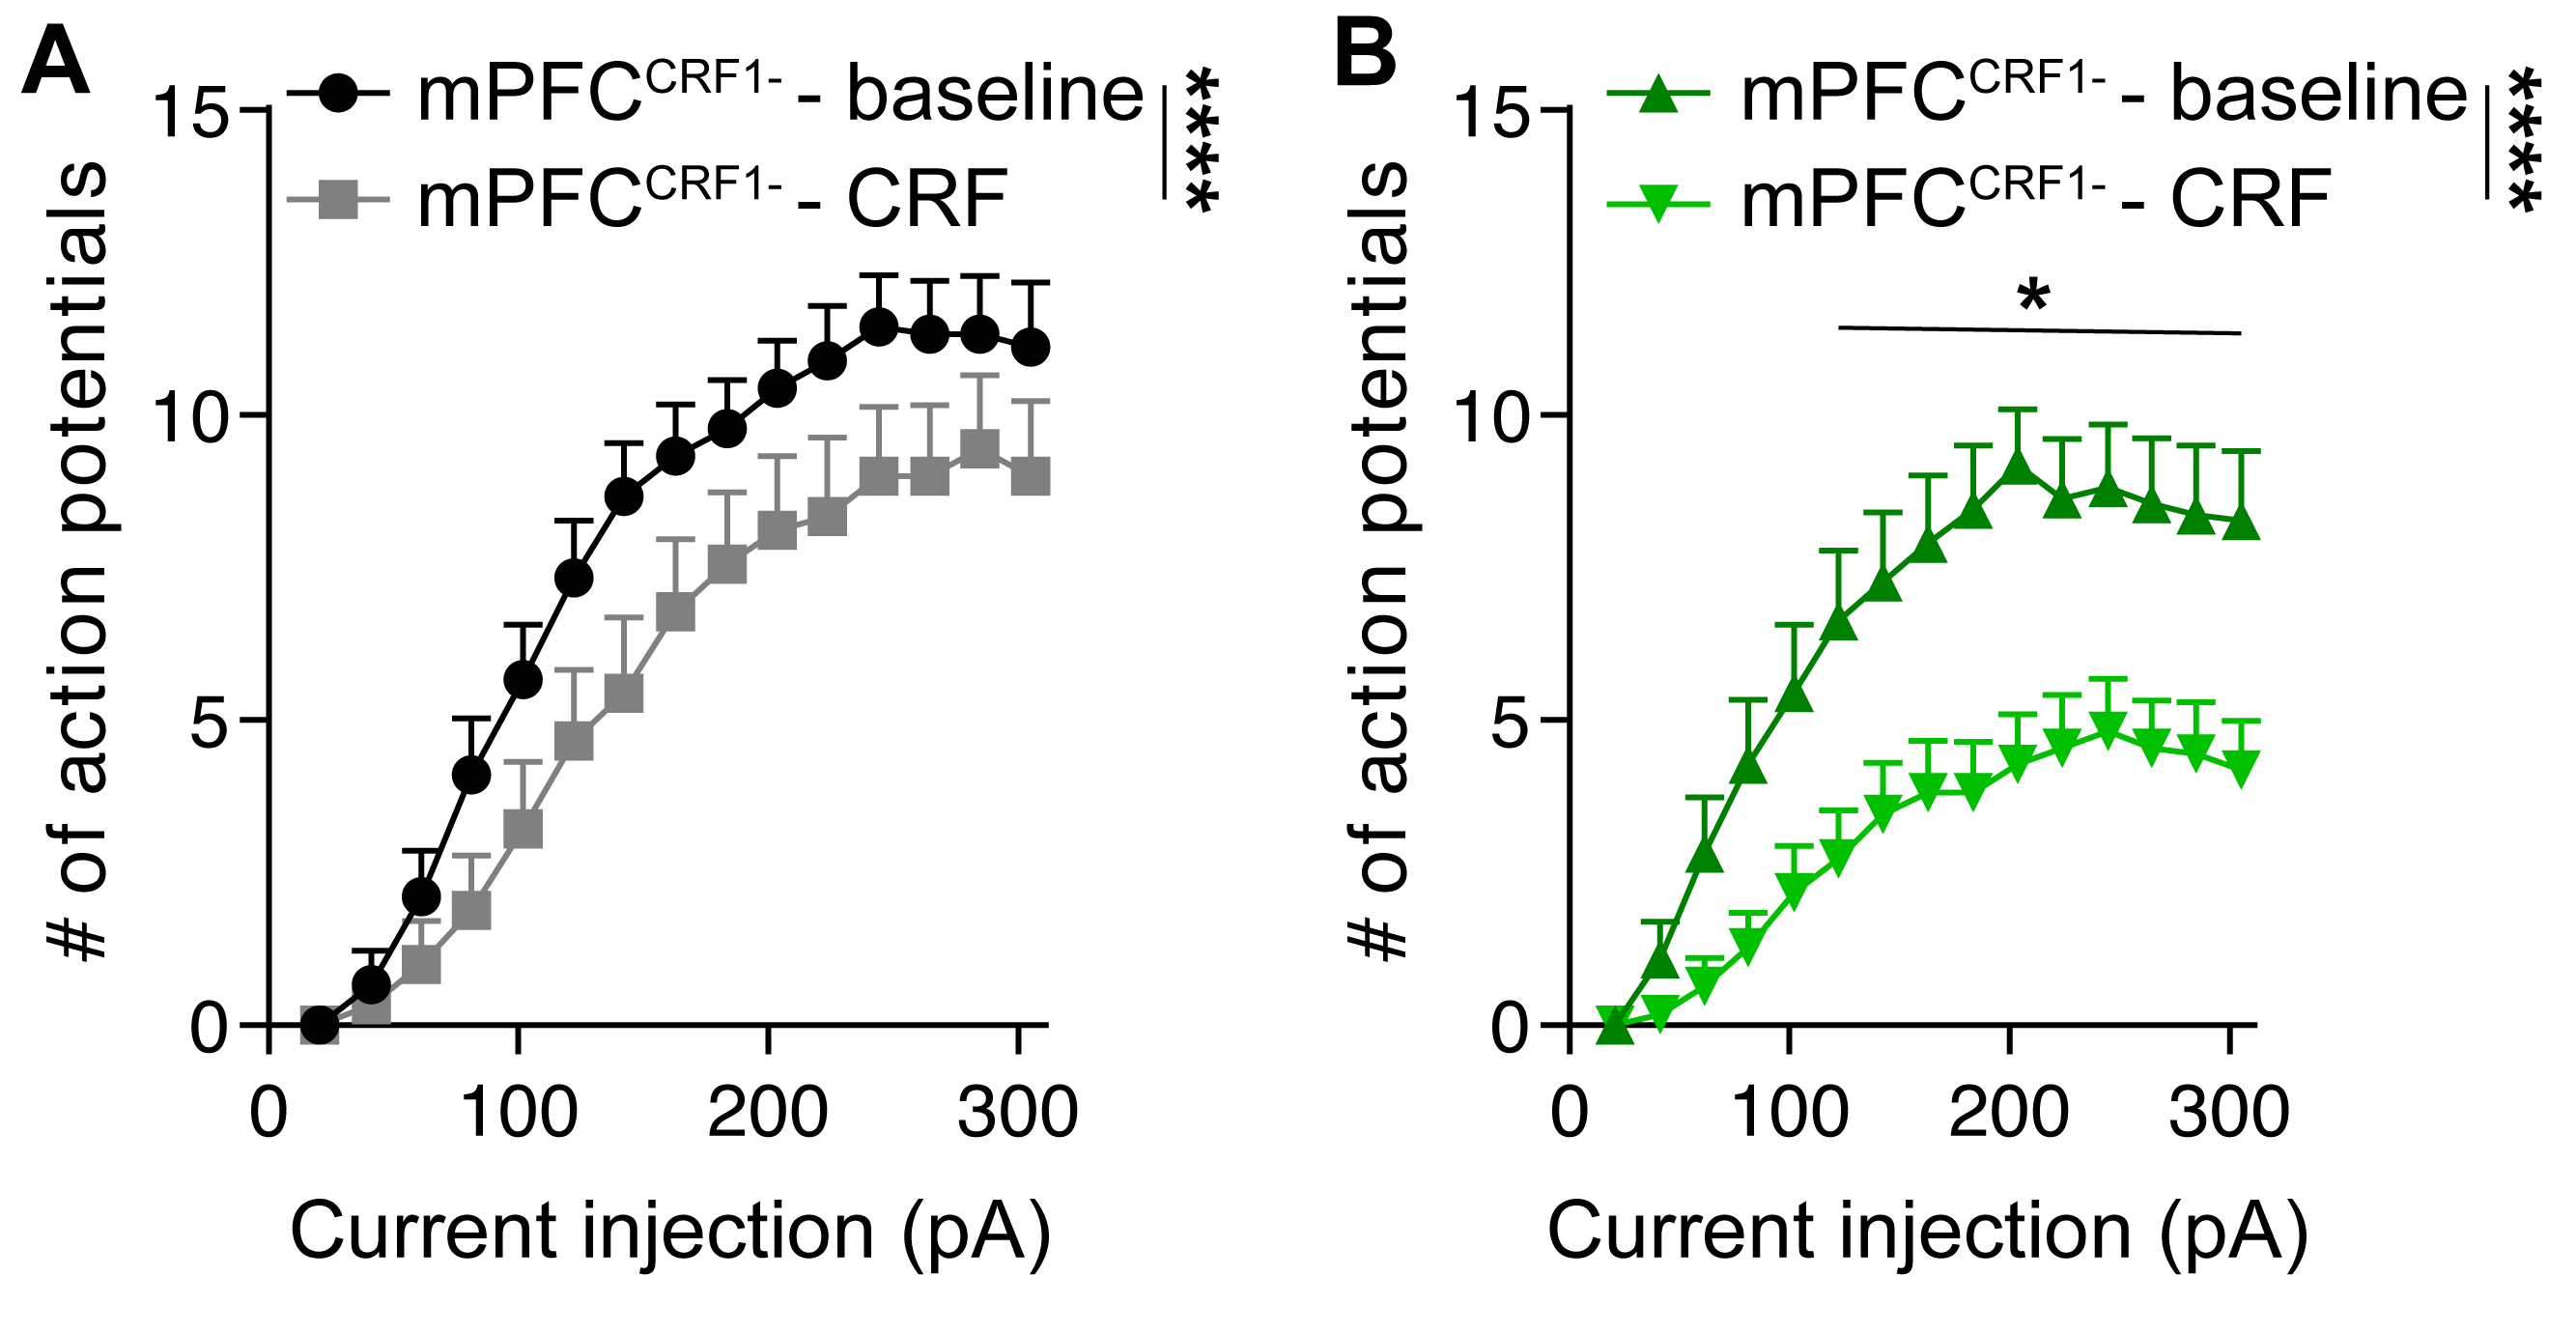
**

**Supplementary Figure 3. CRF (200nM) effects on mPFC prelimbic layer 2/3 neuronal excitability. A.** CRF effects on mPFC^CRF1-^ neuron excitability. **B.** CRF effects on mPFC^CRF1+^ neuron excitability. *n* = 9-11 cells from *N* = 3 male mice; *****p* < 0.0001 main effect by two-way ANOVA, **p* < 0.05 post hoc multiple comparisons.

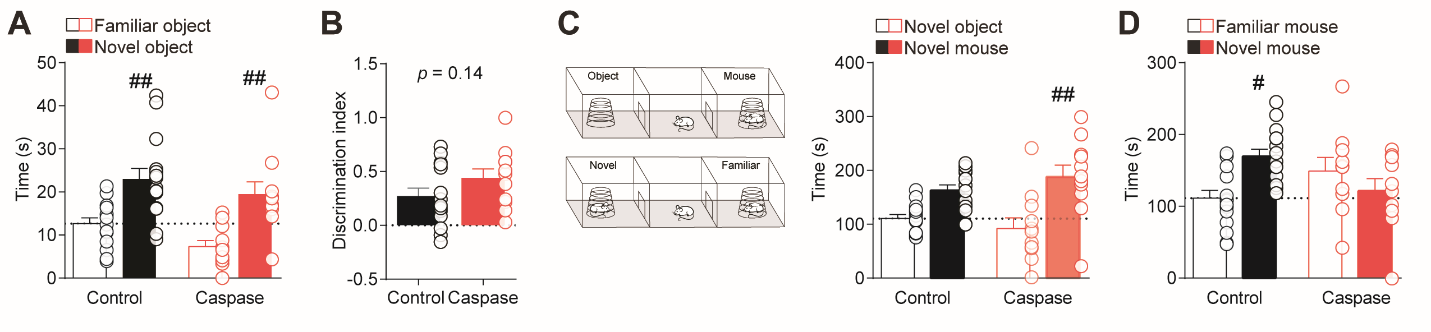
**Supplementary Figure 4. mPFC^CRF1+^ ablation does not alter novel object recognition and abolishes social novelty preference.** **A.** Average interaction time with a familiar (open bars) and novel (filled bars) object in the novel object recognition test in control (black) and mPFC^CRF1+^ ablated (red) mice with significant main effect of object F(1,24) = 31.79, *p* < 0.0001 by two-way ANOVA, and post hoc significance ^##^*p* < 0.01 is represented in panel. **B.** Average discrimination index calculated as the difference in interaction time between the novel and familiar object divided by the total object interaction time for control (black) and mPFC^CRF1+^ ablated (red) mice. **C.** Average time interacting with a novel object (open bars) and novel mouse (filled bars) in the three-chamber social interaction test in control (black) and mPFC^CRF1+^ ablated (red) mice with a significant main effect of object/mouse F(1,24) = 13.33, *p* = 0.001 by two-way ANOVA, and post hoc significance ^##^*p* < 0.01 represented in panel. **D.** Average time interacting with a familiar mouse (open bars) and novel mouse (filled bars) in the three-chamber social novelty test in control (black) and mPFC^CRF1+^ ablated (red) mice with a significant interaction effect F(1,23) = 5.03, *p* = 0.03 by two-way ANOVA, and post hoc significance ^#^*p* < 0.05 represented in panel. *N* = 10-15 male mice.

**
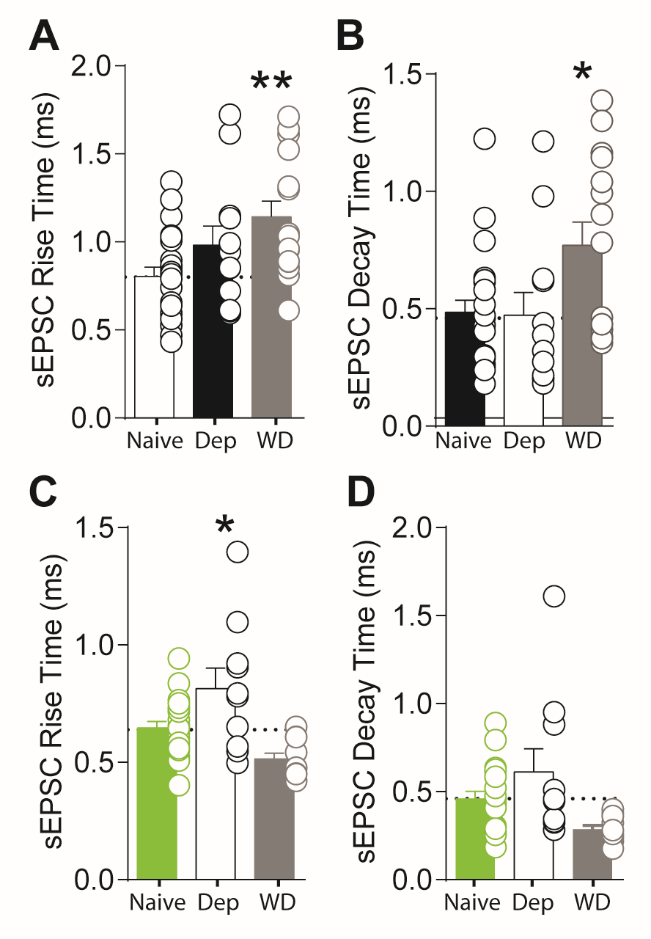
**

**Supplementary Figure 5.** **A, B.** Average sEPSC rise time and decay time kinetics in mPFC^CRF1-^ neurons from naïve (white), dependent (black), and withdrawn (grey) mice. *n* = 12-22 cells from 6-10 mice; **p* < 0.05, ***p* < 0.01 by one-way ANOVA and post hoc multiple comparisons compared to naive. **C, D.** Average sEPSC rise time, and decay time kinetics in mPFC^CRF1+^ neurons from naïve (green), dependent (white), and withdrawn (grey) mice. *n* = 10-21 cells from *N* = 6-10 male mice; **p* < 0.05, ***p* < 0.01 by one-way ANOVA and post hoc multiple comparisons compared to naive.

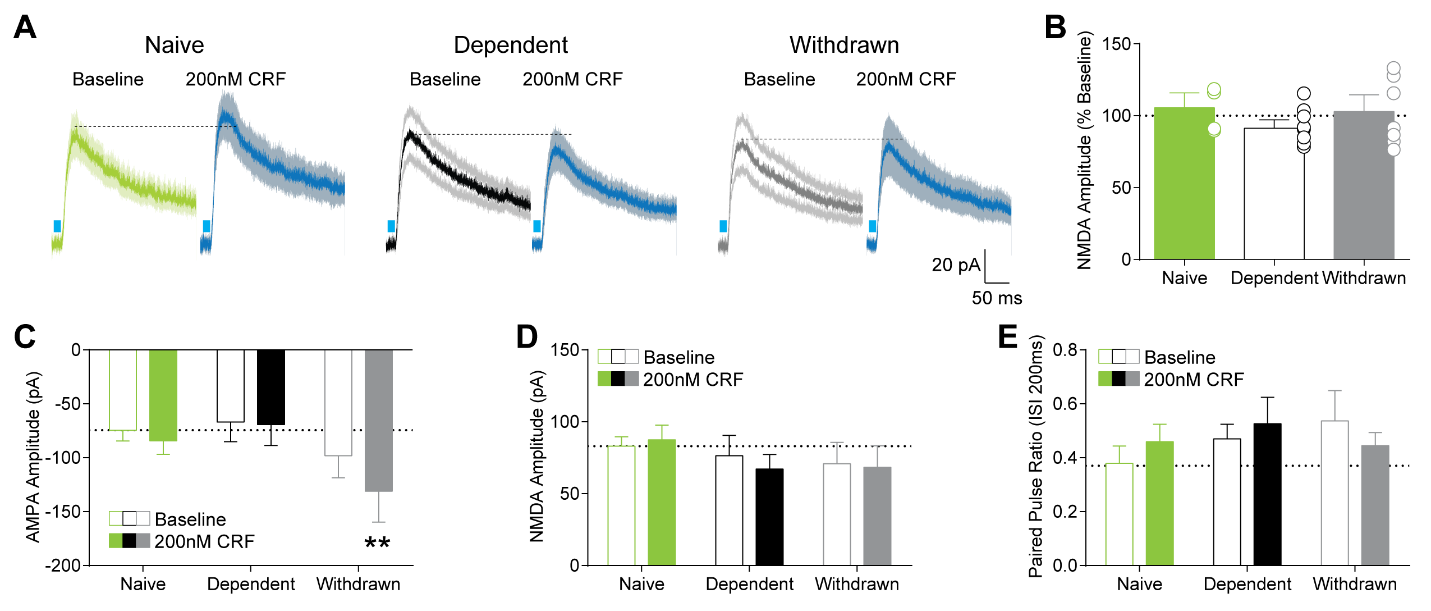

**Supplementary Figure 6. CRF effects on BLA-mediated NMDA *currents*, AMPA currents, and the paired pulse ratio in mPFC^CRF1+^ neurons. A.** BLA-mediated NMDA currents elicited by blue light pulses during baseline (open) and following 200nM CRF (solid) application from a holding potential of -80mV in mPFC^CRF1+^ neurons from naïve, dependent, and withdrawn mice with a significant F(1,17) = 6.92, *p* = 0.01 effect of CRF by one-way ANOVA. **B.** Average baseline normalized NMDA amplitude elicited by optical stimulation of BLA terminals. **C-E.** BLA-mediated AMPA current, NMDA current, and the paired pulse ratio, respectively, during baseline (open) and following 200nM CRF (solid) application in naïve, dependent, and withdrawn mice. A significant F(1,17) = 6.92; *p* = 0.01 effect of CRF on BLA-mediated AMPA currents, and post hoc significance **p* < 0.05 and ***p* < 0.01 is represented in figure.

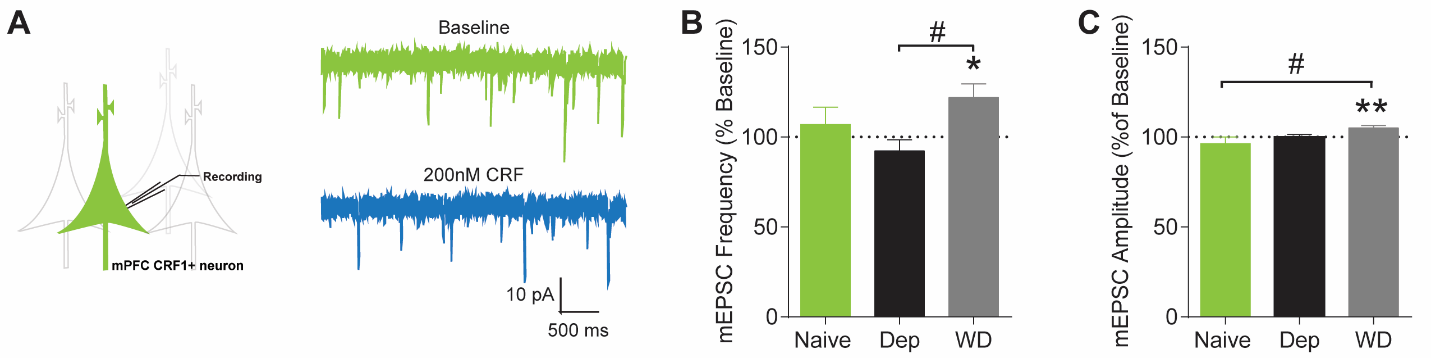

**Supplementary Figure 7. CRF potentiates glutamate transmission selectively in mPFC^CRF1+^ neurons from withdrawn mice. A.** Representative miniature excitatory post-synaptic current traces during baseline (green) and following CRF application (blue) in mPFC^CRf1+^ neurons from naïve mice. **B.** Average mEPSC frequency in mPFC^CRF1+^ neurons from naïve, dependent, and withdrawn mice. **C.** Average mEPSC amplitude in mPFC^CRF1+^ neurons from naïve, dependent, and withdrawn mice. *n* = 4-7 cells from *N* = 3-5 male mice; **p* < 0.05 and ***p* < 0.01 by one sample t-test; ^#^*p* < 0.05 by one-way ANOVA.

**
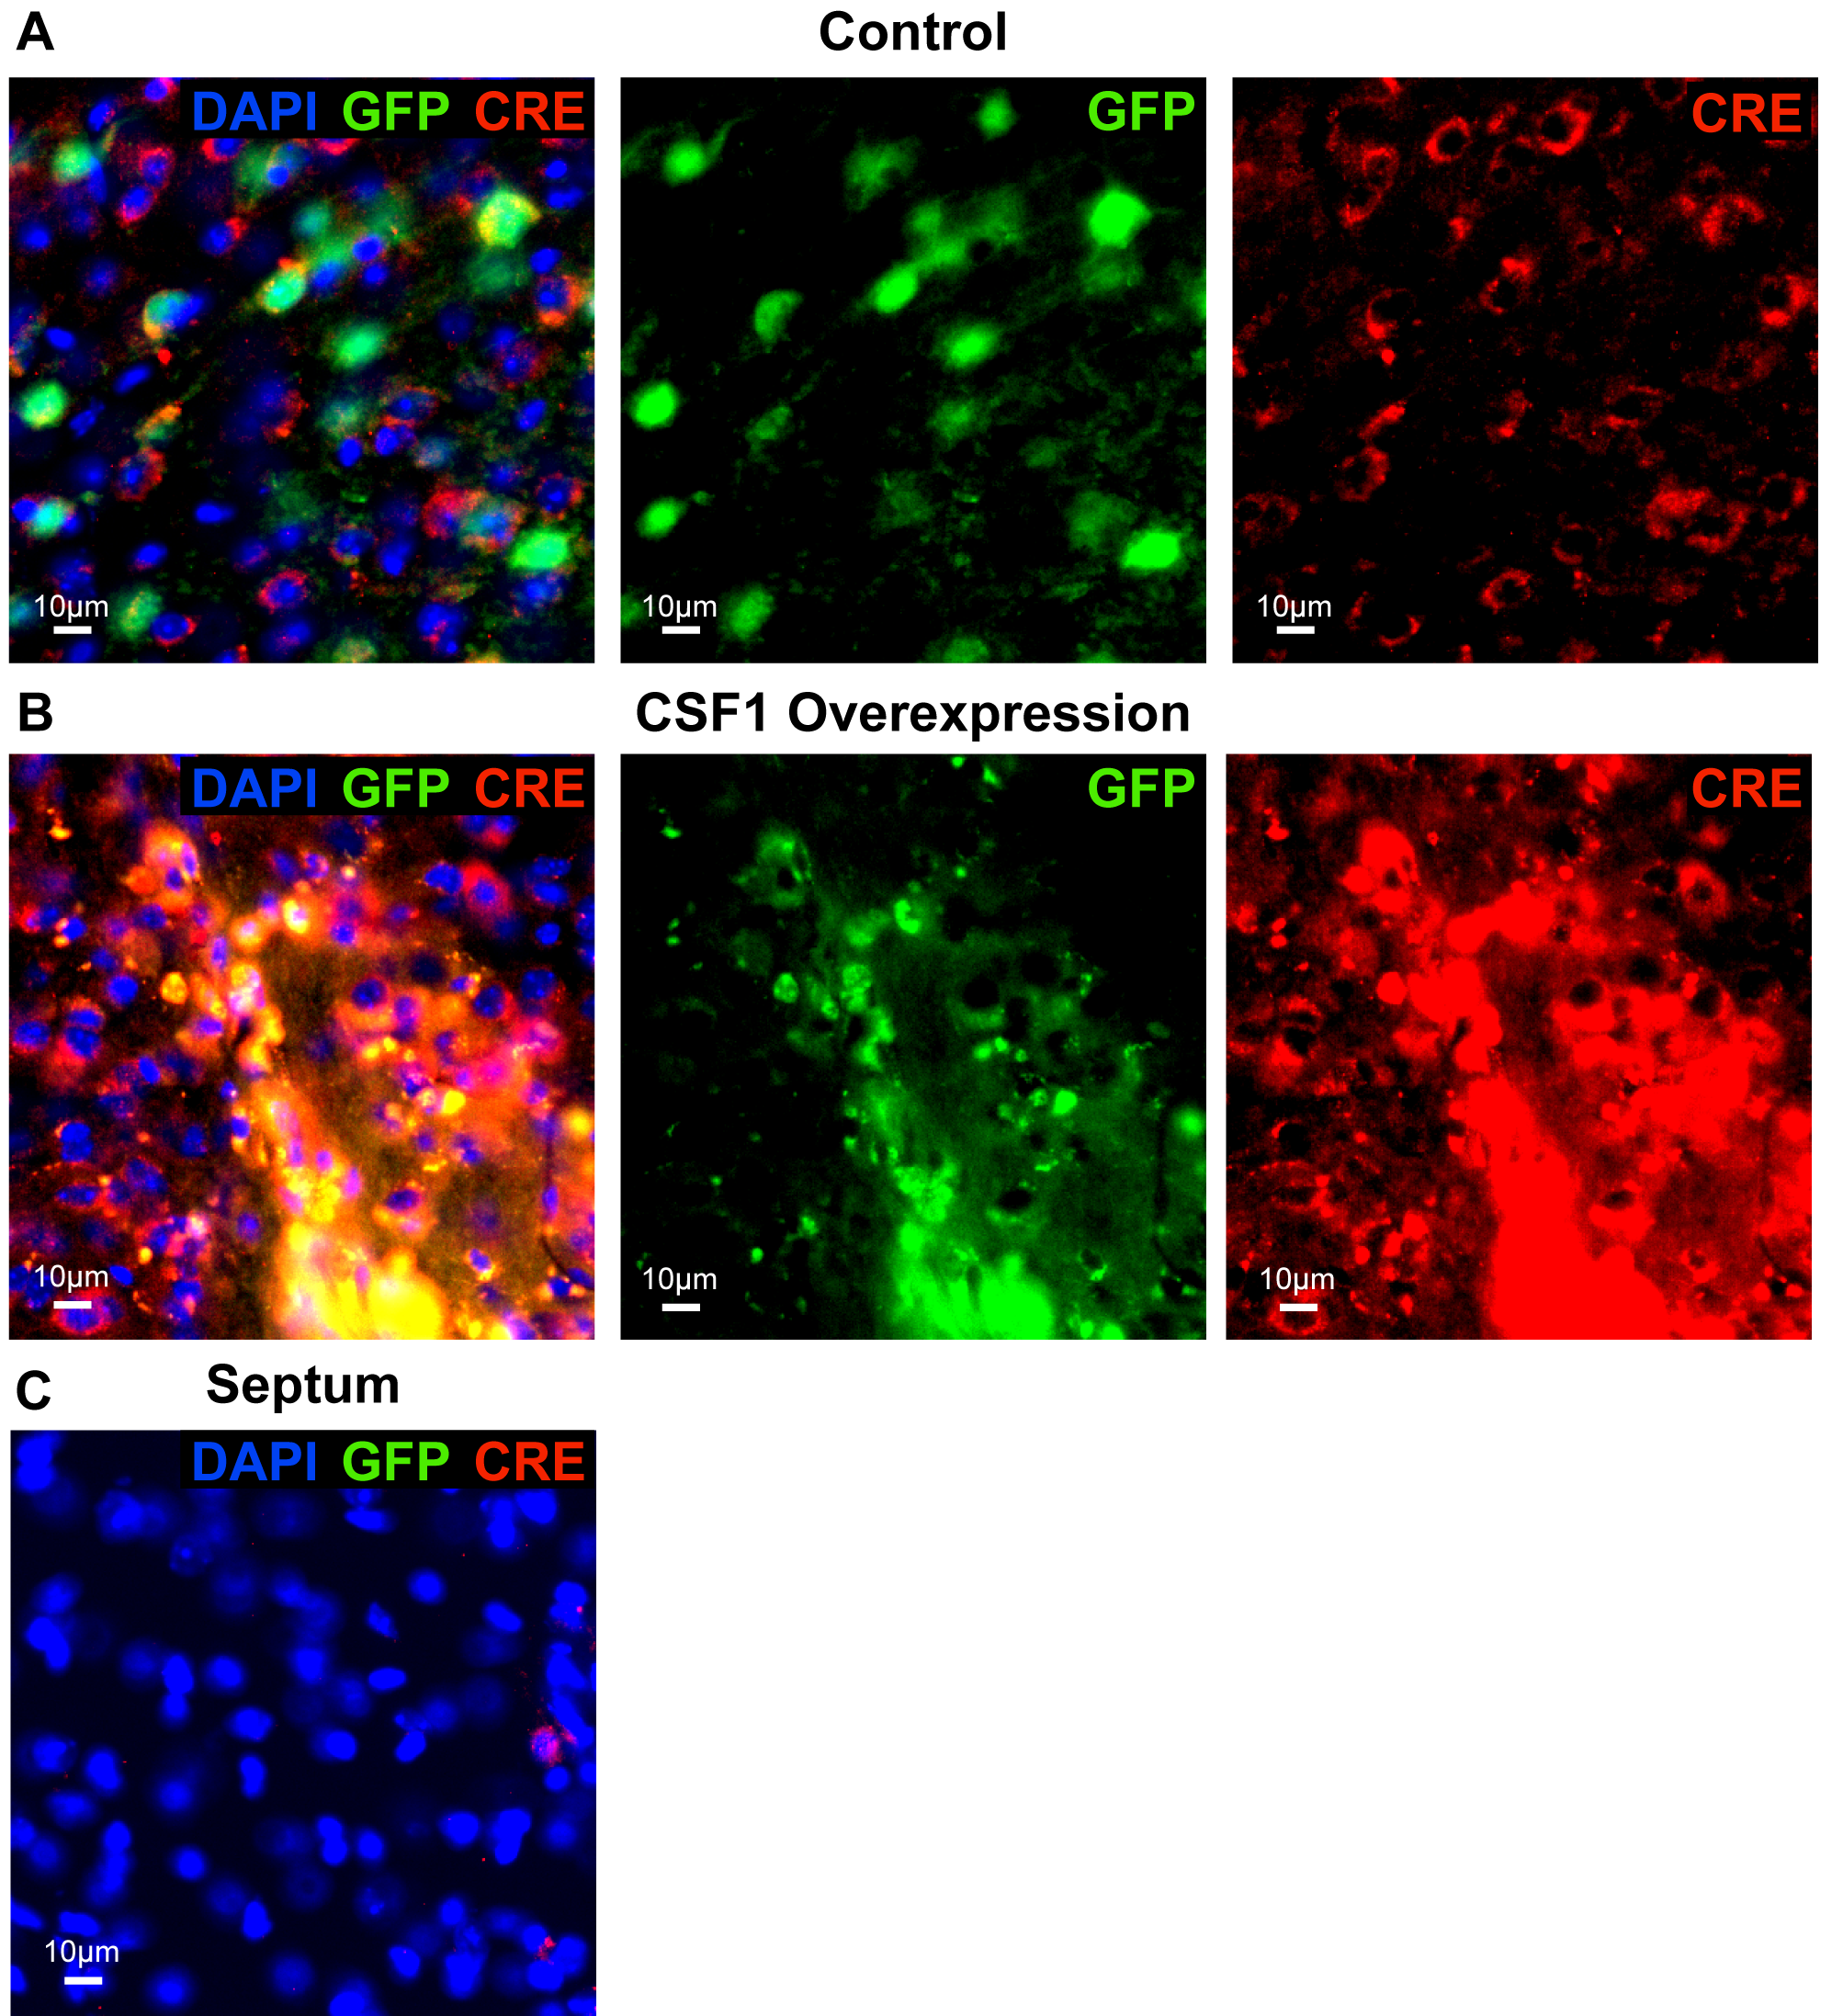
Supplementary Figure 8. Co-expression of GFP selectively in Cre-expressing neurons in the mPFC prelimbic subregion in CRF1:Cre mice.** Representative image of **A.** control injected CRF1:Cre mice, and **B.** CSF1 overexpression injected CRF1:Cre mice. Images indicate expression of GFP labeled virus in Cre positive neurons (GFP=green, Cre=red, and DAPI=Blue; scale=10μm). **C.** Representative image of the septum of CRF1:Cre mice to validate the specificity of the Cre signal.

**
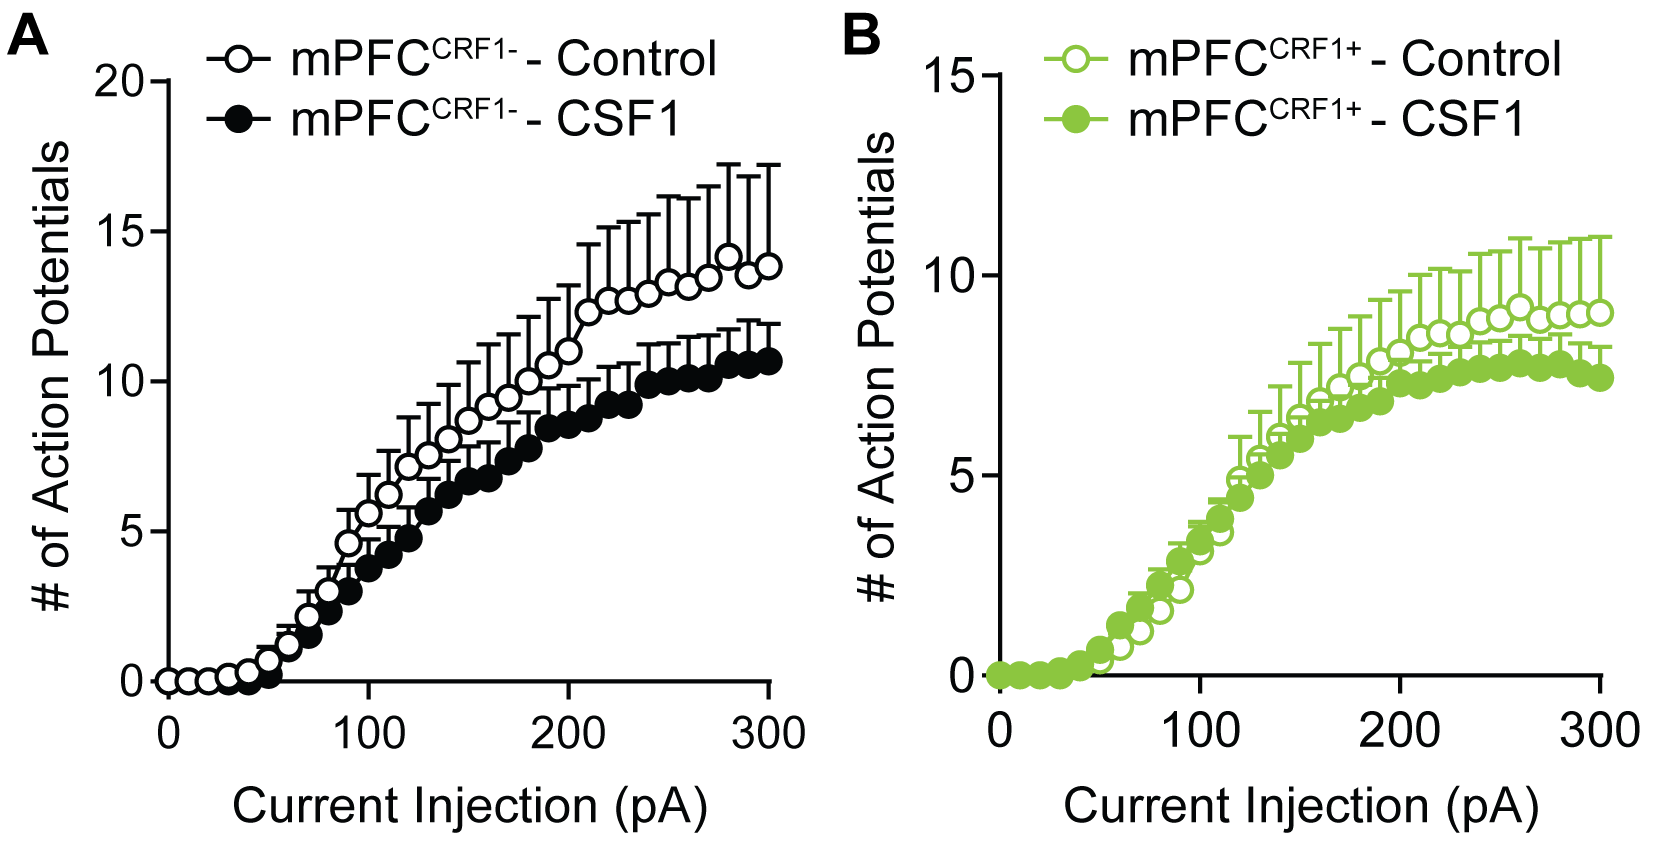
**

**Supplementary Figure 9. CSF1 overexpression in mPFC^CRF1+^ neurons effects on excitability of mPFC^CRF1+^ and mPFC^CRF1-^ neurons. A.** Average number of action potentials elicited by increasing current injections in mPFC^CRF1-^ neurons from naïve (*green diamonds*), dependent (*white diamonds*), and withdrawn (*grey diamonds*) mice with main effects for current injection F(29,2842) = 139.2, *p* < 0.0001; group F(2,98) = 5.60, *p* = 0.005; and interaction effect F(58,2842) = 4.00, *p* < 0.001 by two-way ANOVA from *n* = 29-40 mPFC^CRF1+^ and *n* = 9-13 mPFC^CRF1-^ cells and *N* = 6-10 male mice, and post hoc significance ^#^*p* < 0.05 compared to naive is represented in panel.

**
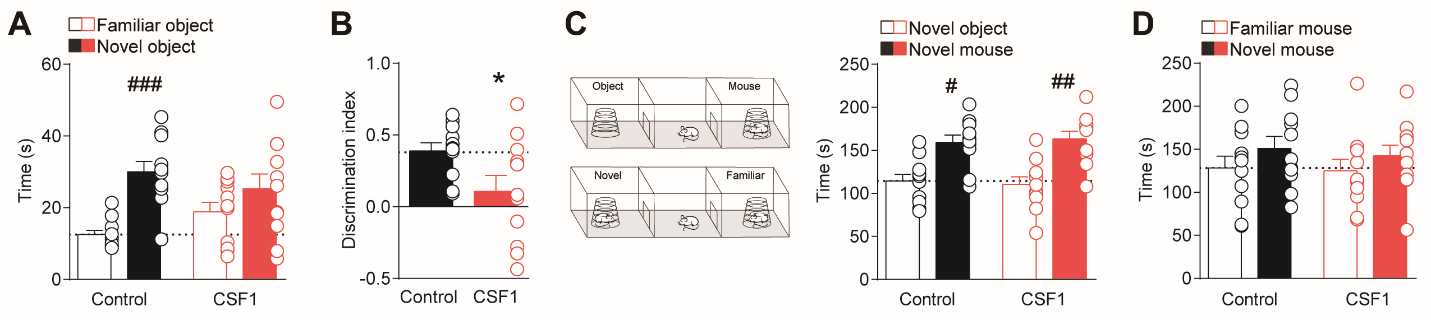
**

**Supplementary Figure 10. CSF1 overexpression in mPFC^CRF1+^ neurons impairs novel object recognition and does not alter sociability. A.** Average interaction time with a familiar (open bars) and novel (filled bars) object in the novel object recognition test in control (black) and CSF1 overexpressing mPFC^CRF1+^ (red) mice with a main effect for object F(1,20) = 19.50, *p* = 0.0003 by two-way ANOVA, and post hoc significance is represented in panel. **B.** Average discrimination index calculated as the difference in interaction time between the novel and familiar object divided by the total object interaction time for control (black) and CSF1 overexpressing mPFC^CRF1+^ (red) mice with a significant effect *p* < 0.05 by unpaired t-test. **C.** Average time interacting with a novel object (open bars) and novel mouse (filled bars) in the three-chamber social interaction test in control (black) and CSF1 overexpressing mPFC^CRF1+^ (red) mice with a significant main effect of object/mouse F(1,20) = 18.27, *p* = 0.0004 by two-way ANOVA, and post hoc significance is represented in panel. **D.** Average time interacting with a familiar mouse (open bars) and novel mouse (filled bars) in the three-chamber social novelty test in control (black) and CSF1 overexpressing mPFC^CRF1+^ (red) mice. *N* = 10-11 female mice.

**Supplementary References**

1. Wolfe, S.A., et al., *Molecular, Morphological, and Functional Characterization of Corticotropin-Releasing Factor Receptor 1-Expressing Neurons in the Central Nucleus of the Amygdala.* eNeuro, 2019. **6**(3).

2. Herman, M.A., et al., *Novel subunit-specific tonic GABA currents and differential effects of ethanol in the central amygdala of CRF receptor-1 reporter mice.* J Neurosci, 2013. **33**(8): p. 3284-98.

3. Herman, M.A., C. Contet, and M. Roberto, *A Functional Switch in Tonic GABA Currents Alters the Output of Central Amygdala Corticotropin Releasing Factor Receptor-1 Neurons Following Chronic Ethanol Exposure.* J Neurosci, 2016. **36**(42): p. 10729-10741.

4. Justice, N.J., et al., *Type 1 corticotropin-releasing factor receptor expression reported in BAC transgenic mice: implications for reconciling ligand-receptor mismatch in the central corticotropin-releasing factor system.* J Comp Neurol, 2008. **511**(4): p. 479-96.

5. Sanford, C.A., et al., *A Central Amygdala CRF Circuit Facilitates Learning about Weak Threats.* Neuron, 2017. **93**(1): p. 164-178.

6. Schindelin, J., et al., *Fiji: an open-source platform for biological-image analysis.* Nat Methods, 2012. **9**(7): p. 676-82.

7. Van Pett, K., et al., *Distribution of mRNAs encoding CRF receptors in brain and pituitary of rat and mouse.* J Comp Neurol, 2000. **428**(2): p. 191-212.

8. Patel, R.R., et al., *IL-1beta expression is increased and regulates GABA transmission following chronic ethanol in mouse central amygdala.* Brain Behav Immun, 2019. **75**: p. 208-219.

9. Warden, A.S., et al., *Microglia Control Escalation of Drinking in Alcohol-Dependent Mice: Genomic and Synaptic Drivers.* Biol Psychiatry, 2020.

10. Krashes, M.J., et al., *Rapid, reversible activation of AgRP neurons drives feeding behavior in mice.* J Clin Invest, 2011. **121**(4): p. 1424-8.

11. Tsunemoto, R., et al., *Diverse reprogramming codes for neuronal identity.* Nature, 2018. **557**(7705): p. 375-380.

12. Brewer, G.J. and J.R. Torricelli, *Isolation and culture of adult neurons and neurospheres.* Nat Protoc, 2007. **2**(6): p. 1490-8.

13. Martin, M., *Cutadapt removes adapter sequences from high-throughput sequencing reads.*

14. Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., Gingeras, T.R., *STAR: ultrafast universal RNA-seq aligner* Bioinformatics, 2012. **29**(1): p. 15-21.

15. Anders, S., Pyl, P.T., Huber, W.,, *HTSeq—a Python framework to work with high-throughput sequencing data.* Bioinformatics, 2015. **31**(2): p. 166-169.

16. Love, M.I., Huber, W., and Anders, S., *Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2.* Genome Biology, 2014. **15**.

How the deposited data were processed for this re-analysis (not part of the article)

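RNA was sequenced from mPFC CRF1+ neurons sorted by fluorescence from single male CRF1:GFP mice, 6 naïve and 5 withdrawn. The authors trimmed the reads with cutadapt 1.18, mapped them with STAR 2.5.2a to GRCm38 (Ensembl release 91) and counted them per gene with HTSeq 0.11.0. The deposited values are these raw counts, whole numbers per Ensembl gene and mouse, without normalization or pooling. The strand setting of the counting is not named in the paper's text. Gene symbols and coordinates were taken from GENCODE M21, another annotation release on the same GRCm38 assembly, in which 53274 of the 53465 gene identifiers have a symbol.

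Mice were grouped by the title and treatment recorded for each sample. For 3 withdrawn mice a further label reads control, and the design text of the deposit gives 5 control and 6 ethanol mice, so that fits without these 3 mice were added to the alternatives. Replicate numbers come from the sample labels. Same-numbered naïve and withdrawn mice are different animals, so the main comparison has no replicate block. Pairs of libraries were compared for duplicates by chi-square per degree of freedom, which was at least 25.6 among the 25 pairs within groups and at least 29.0 among the 30 pairs across groups.

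Counts on genes ranged from 7351567 to 22244869 per mouse. The floor of 3 counts corresponds to 0.135 to 0.408 CPM. Intervals and floors of this kind cover counting error only, since the reads come from cDNA amplified from 160 pg of RNA.

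Withdrawn mice were compared with naïve mice by edgeR 4.0.16 in R 4.3.3 with TMM normalization, filterByExpr by group (minimum count 10, minimum total count 15), and the quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and a log2 fold change beyond 0.6 in either direction. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. DESeq2 1.42.0 was run as an alternative on all genes with at least 1 count. The authors used DESeq2 1.20.0. Expression levels are CPM on TMM-normalized library sizes, and log2 CPM used a prior count of 2. Single values were compared with two-sided exact permutation tests over all splits of 11 mice into 5 and 6. Gene families, defined by symbol prefix, and lists of cell type marker genes were tested with camera in limma 3.58.1 with the inter-gene correlation estimated from the data. The camera test sets the genes of a set against all other tested genes, and it covered only genes past the low-count filter. The mean log2 CPM of a set covered all its genes with at least 1 count. The marker lists were written before the counts were seen, but with the gene names of Fig. 4 known, and the fibroblast list shares Col1a1, Dcn and Ogn with that figure.

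The genes named were chosen from those the paper's text on the sequencing or the inset of Fig. 4C names, Crhr1, Slc17a7 and Gad2, the sex-linked genes, the 3 genes with the smallest adjusted p, and, among genes past the thresholds with complete separation of the groups, up to 5 rises and 5 falls. Gm16976 and the 2 genes of Fig. 4D that DESeq2 did not call were named after their values were seen. The alternatives were other normalizations (DESeq2 size factors, TMMwsp), other tests (DESeq2 with and without the Cook's distance cutoff, limma voom with sample quality weights, robust dispersion estimates), other filters, a replicate block, covariates, stricter or looser thresholds, and each mouse left out in turn. The edgeR likelihood ratio test, the covariates for reads outside genes and for fibroblast markers, the fibroblast list without genes of Fig. 4, and all DESeq2 fits with covariates or with mice left out were added after seeing the data.

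The tests were tested on simulated data, with counts drawn for 17093 genes from the means and library sizes of the real mice, and 200 genes changed by 3 on the log2 scale. With the dispersions of the real genes, edgeR recovered 133 of the 200 (66.5%) with 5 false calls, and DESeq2 recovered 155 (77.5%) with 45 false calls, 22.5% of its calls. In that simulation edgeR tested 184 of the 200 changed genes, and DESeq2 tested all 200. With a dispersion of 0.1, each recovered 200, with 7 and 23 false calls. Each setting was simulated once, genes were drawn independently, and the dispersions of the real genes were those edgeR estimated.

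Pathway, network and gene ontology analyses, which the authors made with Advaita software, were not repeated. Electrophysiology, imaging and behavior were not analysed here.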

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

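The fibroblast list without genes of Fig. 4 was chosen only after the result was seen. Among 102 sets of values of 1 group, 8 held a mouse far from the others of its group, where chance gives about 5.1. Naïve mouse 5 accounted for 4 of the 8. Its mean log2 CPM was -1.99 for oligodendrocyte precursor markers, -1.72 for H2- genes and 7.65 for Gria genes, and its log2 CPM of Pdgfd, which had no counts in this mouse, was -2.79. Withdrawn mouse 2 had the highest mean log2 CPM of Grin genes, 4.24. Withdrawn mouse 4 had a low log2 CPM of Creb3l4, -1.95, from 1 count, and a high one of Ddx3y, 6.55. In naïve mouse 4, Xist stood out at 0.51 from 22 counts. All mice of a group had the same condition, so no biological explanation was tested.

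Library measures did not set naïve mouse 5 apart in depth, with 15693627 counts on genes against a group median of 16039548.5, or in the share of its 100 most abundant genes (17.6%, within the group's range of 14.9% to 18.8%). It had the fewest genes detected of all mice, 15585, and the lowest share of reads outside genes, 5.77%. Its mitochondrial share, 0.182%, was also the lowest, and its share of tallied reads on genes, 81.1%, was the highest. Whether these go with its low values was not tested.

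Fibroblast marker genes, which the paper does not discuss as a set, were higher in withdrawn mice. The mean log2 CPM of the 10 listed genes was 2.798 ± 1.87 (SD, n = 5) in withdrawn and 0.20 ± 1.66 (SD, n = 6) in naïve mice (two-sided exact permutation test, p = 0.0411, or 0.494 adjusted over 12 cell type sets). All 8 listed genes that passed the low-count filter were higher, with a mean log2 fold change of 3.48 (adjusted p = 0.335 over the same 12 sets in limma's camera test). The score was above the highest naïve mouse in 4 of the 5 withdrawn mice, and withdrawn mouse 2, at -0.0044 on the log2 scale, was below it. The set therefore fails the correction for the number of sets. Without the 3 genes it shares with Fig. 4, the mean log2 fold change was 2.88 and the two-sided exact permutation p was 0.0844. The score and the group are related, so this pattern does not separate a change in the sorted neurons from RNA of other cells. The tests of fibroblast RNA as a source of the DESeq2 calls are under the other observations.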

How the results depend on the processing

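The alternatives were chosen before the data were examined, except where stated. edgeR's count of genes past the thresholds, 1 (1 higher, 0 lower in withdrawn mice), depended on the test and the filter. DESeq2's Wald test gave 362 (342 higher, 20 lower), and 372 (350 higher, 22 lower) without the Cook's distance cutoff. Removing the low-count filter gave 137 (136 higher, 1 lower), requiring at least 10 counts in every mouse gave 30 (29 higher, 1 lower), and adding the number of genes detected as a covariate gave 26 (25 higher, 1 lower). The count was 0 with the non-neuronal marker score as covariate, without the 3 mice with conflicting labels, and at an adjusted p of at most 0.01. DESeq2 size factors, TMMwsp, robust dispersion estimates, voom with quality weights, and the adjusted p alone each gave 1. The gene from voom was not the one from the edgeR test. Across the 11 fits that each left out 1 mouse, the count ranged from 0 to 193, the number of differentially expressed genes higher in withdrawn mice from 0 to 192 and that of genes lower from 0 to 1, and the highest came without withdrawn mouse 2. Of the 193 genes, 155 were also called by DESeq2 on all mice. Among settings chosen after seeing the data, edgeR's likelihood ratio test gave 200 (196 higher, 4 lower), and the share of reads outside genes or the fibroblast marker score as covariate gave 0. For comparison, 1234 genes had an unadjusted p under 0.05 in the main test. The cause of these changes was not tested.

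With the replicate block, the count in edgeR was 0 (0 higher), and Csf1 had a log2 fold change of 1.62. Same-numbered mice did not deviate together: the mean correlation of their deviations from the group means was -0.009, against 0.002 for other pairs of mice across groups. With DESeq2, a setting chosen after seeing the data, the block gave 674, and the differentially expressed genes higher in withdrawn mice with DESeq2 were then 655.

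DESeq2's own count of 362 also moved, in settings all chosen after seeing the data. It was 211 (177 higher) with the share of reads outside genes, 181 (51 higher) with the fibroblast marker score and 168 (95 higher) without the 3 mice with conflicting labels. Of the 181 genes with the fibroblast score, 42 were among the 362. With each mouse left out in turn, the count ranged from 150 to 540, and the differentially expressed genes higher in withdrawn mice with DESeq2 from 134 to 519. The cause was not tested.

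Csf1 was higher in withdrawn mice in each of the 26 settings computed beside the main edgeR test, with log2 fold changes from 1.24 to 1.82, and from 1.42 to 1.82 when each mouse was left out. Its adjusted p ranged from 1.545e-05 to 0.787 over these settings. It met the thresholds with DESeq2 (1.75, with and without the Cook's distance cutoff, adjusted p = 1.78e-05 and 1.545e-05), with at least 10 counts in every mouse (Csf1 log2 fold change 1.78, adjusted p = 0.0320), with the likelihood ratio test chosen after seeing the data (1.71, adjusted p = 0.00169), and without withdrawn mouse 2. In DESeq2 it met them in 16 of 17 further settings, with the exception of the fibroblast marker score as covariate (1.28, adjusted p = 0.0511). The exact permutation p was 0.002165 with a prior count of 2 and of 0.5.

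Of the 15 genes in the inset of Fig. 4C, 0 met the thresholds in the main test, 15 in DESeq2 with and 15 without the Cook's distance cutoff, 7 without the low-count filter, 4 with at least 10 counts in every mouse, 10 with the likelihood ratio test, and from 0 to 9 when each mouse was left out. Of the 47 genes read from Fig. 4D, the main test had 0, DESeq2 45 and 44, no low-count filter 20, at least 10 counts in every mouse 6, genes detected as covariate 5, the likelihood ratio test 33, and the fits without 1 mouse from 0 to 25.

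With the inter-gene correlation of camera set to 0.01, 1 cell type set (fibroblast markers) and 3 gene families (H2- genes, collagens and integrins) had an adjusted p of at most 0.05, against 0 and 0 with the estimated correlation. With fry, DESeq2 size factors, the replicate block or each mouse left out there were none among these sets. The fibroblast list without genes of Fig. 4, chosen after seeing the data, had a p of 0.0334 with fry. This list was tested on its own, so that p carries no correction for the number of sets. The full fibroblast list did not pass with fry after adjustment over the 12 cell type sets. Before adjustment, only the fibroblast set among the 12 cell type sets, and none of the 7 families, had a camera p under 0.05.

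Some directions reversed, and none of these values met the thresholds in the main test. The Pdgfd log2 fold change was -0.25 with the fibroblast marker score as covariate. The Crhr1 log2 fold change was 0.088 with the non-neuronal score, 0.29 without the 3 mice with conflicting labels, 0.034 with the share of reads outside genes and 0.012 with the fibroblast score, and the Gad2 log2 fold change was -0.18 with voom. When each mouse was left out, the Crhr1 log2 fold change ranged from -0.26 to 0.12, the Slc17a7 log2 fold change from -0.20 to 0.089 and the Gad2 log2 fold change from -0.024 to 0.81. The excitatory neuron mean log2 fold change then ranged from -0.17 to 0.094, the inhibitory neuron mean log2 fold change from -1.74 to 0.27, the mural cell mean log2 fold change from -1.21 to 1.11, the astrocyte mean log2 fold change from -0.25 to 1.08, the ependymal cell mean log2 fold change from -0.37 to 1.30, the blood cell mean log2 fold change from -1.92 to 2.15, the Grin mean log2 fold change from -0.10 to 0.34, and the mitochondrial genes mean log2 fold change from -0.043 to 0.28. The cause was not tested. In the other comparisons of single named genes with the main test, the direction held. Of these, 61 newly met the thresholds, 15 no longer met them and 345 stayed on the same side of them, whatever the size of the log2 fold change. All 15 were comparisons of Ptgdr, the only gene that met the thresholds in the main test.

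The number of genes detected, 41907, fell to 31654 with at least 10 counts summed over all mice, 15883 above 1 CPM in at least 5 mice, and 12716 with at least 1 count in every mouse. Another scaling moved the median log2 fold change of all genes by 0.033, from 0.021 with TMM to 0.054 with DESeq2 size factors.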

Differences from the paper's values

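The paper reports 344 differentially expressed genes, and edgeR's quasi-likelihood test gave 1. Of the alternatives set before the data were examined, DESeq2's Wald test gave 362 and DESeq2 without the Cook's distance cutoff gave 372, both within 1.5 times the paper's 344. The others did not: DESeq2 size factors, TMMwsp, voom and robust dispersion estimates gave 1 each, no low-count filter gave 137, at least 10 counts in every mouse gave 30, the genes detected as covariate gave 26, and the replicate block, the non-neuronal marker score and the fit without the 3 mice with conflicting labels gave 0. Leaving out each mouse gave 0 to 193. The paper's methods name DESeq2, in an earlier version than the one used here. Among settings chosen after seeing the values, edgeR's likelihood ratio test gave 200, and DESeq2 gave 378 with the non-neuronal marker score and 510 with the number of genes detected as covariate, and from 292 to 420 in 8 of the 11 fits without 1 mouse.

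In Fig. 4B, read by eye, Csf1 lies at about 4.7 on the axis of -log10 adjusted p, and edgeR gave 1.03. DESeq2's Wald test gave 4.75, and without the Cook's distance cutoff 4.81. The other alternatives set before the data were examined gave between 0.14 and 1.70 and did not reach it, and the likelihood ratio test, chosen after seeing the values, gave 2.77. DESeq2 with covariates or with mice left out, also chosen after seeing the values, gave adjusted p values for Csf1 from 3.146e-06 to 0.0511. The log2 fold change of Csf1, 1.71, is close to the paper's value of about 1.8 in Fig. 4C, read by eye.

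The paper marks Csf1 as differentially expressed, and edgeR's quasi-likelihood test gave an adjusted p of 0.0931. It was called with DESeq2 in both settings, with at least 10 counts in every mouse, without withdrawn mouse 2, and, among settings chosen after seeing the values, with the likelihood ratio test and in 16 of 17 DESeq2 fits with covariates or with mice left out.

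The paper includes the 15 genes of the Fig. 4C inset among its differentially expressed genes, and 0 of them met the thresholds in edgeR. DESeq2 called 15 in both settings, edgeR without the low-count filter 7, with at least 10 counts in every mouse 4, without 1 mouse up to 9, and with the likelihood ratio test chosen after seeing the values 10. Itgb5, Brca1 and Creb3l4 were also called in most of the DESeq2 fits with covariates or with mice left out, all chosen after seeing the values. Of the 47 genes read by eye from Fig. 4D, edgeR called 0. DESeq2 called 45, and 44 without the Cook's distance cutoff, no low-count filter 20, at least 10 counts in every mouse 6, genes detected as covariate 5, the fits without 1 mouse up to 25, and the likelihood ratio test 33. Of the 2 genes DESeq2 did not call, Col6a1 had an adjusted p of 0.287 and Adamts5 of 0.858.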

Other observations

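The tests with covariates or mice left out in DESeq2, that of Csf1 with the fibroblast score included, were chosen only after the results were seen. The others were chosen before the result they measure was seen.

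The main pattern is that DESeq2 called 362 genes, 342 of them higher in withdrawn mice, where edgeR called 1. Of the 32 splits of the mice that part all 5 same-numbered pairs, the real one included, 2 gave as many genes as the real split in edgeR and 3 in DESeq2. In edgeR, 30 of the 32 gave 0 and the highest gave 4, and among 68 other splits, which keep at least 1 pair together, 2 gave as many and the highest gave 23. In DESeq2 the 32 splits had a median of 23.5 genes, and 2 gave more than the 362 of the real split, with 374 and 455. Both kept withdrawn mice 1, 3, 4 and 5 together and placed withdrawn mouse 2 on the other side. In the split with 374 genes, naïve mouse 2 joined those 4. In the split with 455, naïve mice 2 and 6 joined them, so that the group of 5 held withdrawn mouse 2 and 4 naïve mice. These splits therefore share most of the real grouping. Their groups also differed in fibroblast score, with means of 2.98 and 0.049 in the first and -0.060 and 2.59 in the second. Since they carry most of the real contrast, this count does not settle whether chance gives as many genes. The choice of these 32 splits also rests on the replicate numbers, which for 3 withdrawn mice come from the conflicting label. Other splits were not run in DESeq2.

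Several technical explanations of the DESeq2 calls were tested. In 12.57% of the higher genes 1 withdrawn mouse held over 50% of the group's summed CPM, and for the single edgeR call the share was 0%. That test covers single mice only. The highest CPM was in withdrawn mouse 1 for 146 of the 342 genes and in withdrawn mouse 4 for 131. It was in withdrawn mouse 2 for 37, in withdrawn mouse 3 for 24 and in withdrawn mouse 5 for 4. Of the 362 calls, DESeq2 also made 139 without withdrawn mouse 1 and 138 without withdrawn mouse 4, against 234 to 320 without any other single mouse, so most of the calls were not made without withdrawn mouse 1, and most were not made without withdrawn mouse 4. GC content and transcript length were weakly related to the log2 fold change across genes, which are not independent replicates (Spearman's rho -0.0651 and 0.119). Against 342 higher genes without a covariate, the count of higher genes was 473 with the number of genes detected as covariate, 295 with the non-neuronal marker score, 177 with the share of reads outside genes and 51 with the fibroblast marker score. Of the 362 calls in both directions, 338, 217, 180 and 42 were also made with these covariates, in the same order. Over the 6 naïve mice alone, where withdrawal plays no part, 263 of the higher genes (fibroblast markers left out) had a median correlation with the fibroblast score of 0.552, against 0.372 for random lists matched on expression, a percentile of 99.9 among 1000 lists. Naïve mouse 5 had a score of -2.74, against -0.64 to 1.79 in the other naïve mice. The correlation was not computed without this mouse, so it may rest largely on it. With that limit, RNA from fibroblasts in the sorted samples is a candidate source of part of the DESeq2 calls. The score differs between the groups and shares 3 genes with Fig. 4, so a covariate for it also removes part of any effect of withdrawal. In edgeR, the covariates changed the count of 1 to 0 for the non-neuronal score and 26 for the genes detected, tests that rest on a single gene. On simulated counts with the dispersions of these data, 22.5% of DESeq2's calls were false, against 3.62% for edgeR. DESeq2 tested all 200 changed genes and recovered 155, and edgeR tested 184 of them and recovered 133. That simulation was run once, drew genes independently with dispersions estimated by edgeR, and changed genes by 3 on the log2 scale. It held only genes past the edgeR filter, and 77 of the 362 calls lay below that filter. Its false shares therefore need not hold for the 362 calls. For most of the calls these tests do not separate withdrawal from fibroblast RNA, chance was not ruled out, and the pattern is not called biological here.

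Csf1 was tested in the same way. Its adjusted p in edgeR with the non-neuronal score as covariate was 0.1703, but it was above 0.05 without the covariate too, so that test cannot separate the explanations. The Csf1 log2 fold change with DESeq2 was 1.49 with the non-neuronal score as covariate (adjusted p = 1.078e-05) and 1.28 with the fibroblast score (adjusted p = 0.05112), and over the 17 further settings of DESeq2 the adjusted p ranged from 3.146e-06 to 0.0511. With the group means removed, Csf1 and the fibroblast score had a Pearson r of 0.5609 over the 11 mice (permutation p = 0.106) and a Spearman rho of 0.60 (permutation p = 0.0854), and r was 0.594 without the 2 mice farthest from the median. Within groups, a relation was thus not shown at 11 mice. The withdrawn mice had the same order in both measures. Withdrawn mouse 2, the lowest of them with a fibroblast score of -0.0044 and 19.2 CPM of Csf1, was still above every naïve mouse in Csf1, and naïve mouse 3, with the highest naïve score of 1.79, had the lowest Csf1, 6.83 CPM. A contribution of fibroblast RNA to the rise of Csf1 may remain, and these tests do not settle it.

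Lower mRNA of glutamate receptor subunits might be expected beside the smaller currents the paper recorded. A difference of the Grin or Gria family between groups was not shown. The mean log2 fold changes were 0.20 for Grin and -0.14 for Gria genes, and 4 of 6 Grin and 1 of 4 Gria genes were higher. On the mean log2 CPM, the exact permutation test gave unadjusted p values of 0.887 for Grin and 0.394 for Gria genes. The smaller adjusted p in limma's camera test was 0.6962, but that test sets a family against all other tested genes. At this number of mice these tests cannot rule out a fall in either family, and mRNA is not a measure of the currents.

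Integrin genes, of which 21 passed the low-count filter, were higher in withdrawn mice for 17 of them, with each of the 3 normalizations. Their mean log2 fold change was 0.71 (camera adjusted p = 0.261), 5 had an unadjusted p under 0.05 and none met the thresholds in edgeR, and DESeq2 called 5. Qprt and Serpinb6b, the genes with the next smallest adjusted p after Ptgdr in edgeR (0.0729 for each), had every withdrawn mouse above every naïve mouse. Qprt had 14.0 ± 10.2 CPM (SD, n = 5) in withdrawn and 0.072 ± 0.132 CPM (SD, n = 6) in naïve mice, and Serpinb6b 14.2 ± 8.82 CPM (SD, n = 5) and 0.084 ± 0.138 CPM (SD, n = 6). The paper does not name either gene in its text.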
